# The interferon γ pathway enhances pluripotency and X-chromosome reactivation in iPSC reprogramming

**DOI:** 10.1126/sciadv.adj8862

**Published:** 2024-08-07

**Authors:** Mercedes Barrero, Aleksey Lazarenkov, Enrique Blanco, Luis G. Palma, Anna V. López-Rubio, Moritz Bauer, Anna Bigas, Luciano Di Croce, José Luis Sardina, Bernhard Payer

## Abstract

Reprogramming somatic cells into induced pluripotent stem cells (iPSCs) requires activation of the pluripotency network and resetting of the epigenome by erasing the epigenetic memory of the somatic state. In female mouse cells, a critical epigenetic reprogramming step is the reactivation of the inactive X chromosome. Despite its importance, a systematic understanding of the regulatory networks linking pluripotency and X-reactivation is missing. Here, we reveal important pathways for pluripotency acquisition and X-reactivation using a genome-wide CRISPR screen during neural precursor to iPSC reprogramming. In particular, we discover that activation of the interferon γ (IFNγ) pathway early during reprogramming accelerates pluripotency acquisition and X-reactivation. IFNγ stimulates STAT3 signaling and the pluripotency network and leads to enhanced TET-mediated DNA demethylation, which consequently boosts X-reactivation. We therefore gain a mechanistic understanding of the role of IFNγ in reprogramming and X-reactivation and provide a comprehensive resource of the molecular networks involved in these processes.

## INTRODUCTION

A characteristic hallmark of embryonic development and pluripotency is extensive epigenetic reprogramming (*1*, *2*), for which the X chromosome is a prime example in female mammals (*3*, *4*). During female mouse development, one of the two X chromosomes switches between active and inactive states in a dynamic fashion to balance gene dosage with autosomes and XY males. The paternally inherited X chromosome is first inactivated during preimplantation development and is then subsequently reactivated in the epiblast of the late blastocyst embryo, the lineage from which all embryonic cell types emerge, and pluripotent embryonic stem cells (ESCs) are derived in culture (*5*–*7*). The erasure of epigenetic memory during X-chromosome reactivation allows afterward postimplantation epiblast cells to undergo random X-chromosome inactivation during their exit from naive pluripotency. While X-inactivation is stably maintained in somatic cells, female germ cells go through a second wave of X-chromosome reactivation before and around the time that the cells are entering meiosis and differentiating into oocytes (*8*–*12*).

Not only during female mouse development in vivo but also in cell culture in vitro, the cellular differentiation and X-chromosome states are tightly linked. While differentiated cell types are characterized by X-chromosome inactivation, female mouse pluripotent stem cells such as ESCs and induced pluripotent stem cells (iPSCs) have two active X chromosomes. On a molecular level, this can be explained by the repressive effect of the pluripotency factor network on the expression of *Xist*, the noncoding master regulator of X-inactivation (*13*–*16*), coupled with the up-regulation of *Xist* activators during differentiation of pluripotent stem cells, thereby triggering random X-chromosome inactivation (*17*–*21*). X-inactivation in mouse somatic cells is reversed during reprogramming into iPSCs by the process of X-chromosome reactivation (*22*). Previous studies have characterized the kinetics and revealed some of the regulators of X-chromosome reactivation during iPSC reprogramming (*15*, *23*–*27*); however, the full mechanisms are far from being understood.

The implementation of the CRISPR/Cas9 technology for genome and epigenome editing has allowed the generation of large-scale CRISPR screens based on the expression of pooled guide RNA (gRNA) libraries (*28*), leading to the identification of previously unknown players in pluripotency exit (*29*–*32*), maintenance (*33*–*36*), and acquisition (*37*–*39*). Furthermore, CRISPR screens in the context of the X chromosome enabled the identification of genes driving sex differences in ESCs (*40*) and *Xist* regulators (*21*, *41*). So far, most perturbation screens on the topic of pluripotency acquisition have relied on the identification of factors constituting roadblocks of the reprogramming process (*39*, *42*–*46*), as small interfering RNAs (siRNAs), short hairpin RNAs (shRNAs), or gRNAs targeting those genes would be enriched and therefore easily detected in the final iPSC population when knocked out or knocked down. However, there is a lack of genome-wide screens revealing active players in pluripotency acquisition or X-reactivation, as dropout screens rely on large cell numbers to ensure faithful shRNA/gRNA representation, which has been hard to achieve during iPSC reprogramming due to low reprogramming efficiencies. As a result, only small-scale candidate approaches have been carried out so far to identify drivers of X-chromosome reactivation during somatic cell reprogramming (*15*, *23*, *25*, *27*), and a comprehensive study of the gene regulatory networks controlling this process is missing.

To fill this gap, we performed a genome-wide CRISPR knockout (KO) screen during reprogramming of neural precursor cells (NPCs) into iPSCs, with the aim to reveal the pathways important for the process of X-chromosome reactivation. Our results show that the activation of the interferon γ (IFNγ) pathway during early stages of NPC reprogramming enhances Janus kinase (JAK)–signal transducer and activator of transcription (STAT3) signaling, pluripotency gene expression, and TET-mediated DNA demethylation, resulting in an acceleration of reprogramming kinetics and X-chromosome reactivation.

## RESULTS

### A genome-wide CRISPR KO screen reveals molecular networks involved in reprogramming and X-chromosome reactivation

To gain a comprehensive understanding of the pathways important for pluripotency acquisition and in particular for the less well-studied process of X-chromosome reactivation, we developed a cell line suitable for a genome-wide CRISPR screen during reprogramming. This approach, based on our PaX (pluripotency and X-chromosome reporter) reprogramming system (*24*), enables us to trace the pluripotency status by a *Nanog* promoter-RFP (red fluorescent protein) (P-RFP) reporter and the X-chromosome activity by an X-GFP (green fluorescent protein) reporter. Moreover, this cell line is of hybrid mouse strain origin, containing one X chromosome of *Mus castaneus* background, which is always active, and another X chromosome of *Mus musculus* background, which harbors a GFP reporter and undergoes inactivation during differentiation (due to a truncation of *Tsix*) and reactivation during reprogramming (see Materials and Methods).

We further modified this cell line by the introduction of a doxycycline-inducible *Cas9* (*iCas9*) transgene to mediate CRISPR-based target gene deletions (*47*). We then infected these ESCs with a gRNA library targeting all protein-coding genes in the mouse genome (*48*) and differentiated them into NPCs, leading to X-chromosome inactivation, as indicated by silencing of the X-GFP reporter (Fig. 1A). These NPCs provided the starting material for our screen. We then induced reprogramming by adding doxycycline, which activated the expression of an *MKOS* (*c-Myc*, *Klf4*, *Oct4* and *Sox2*) cassette (*49*) and *iCas9* at the same time, resulting in the production of KOs during the reprogramming process. After 10 days of doxycycline treatment, we used fluorescence-activated cell sorting (FACS) to separate three different populations, based on the SSEA1 pluripotency marker and X-GFP (indicative of a reactivated X chromosome). The three isolated populations were classified as nonpluripotent (SSEA1^−^ X-GFP^−^), early pluripotent (SSEA1^+^ X-GFP^−^), and late pluripotent (SSEA1^+^ X-GFP^+^). Although also detected, SSEA1^−^ X-GFP^+^ cells were not further analyzed in the screen as they are not represented in a faithful reprogramming and X-reactivation trajectory (*23*, *50*). The P-RFP reporter was not used in our screening strategy as it mostly mirrored the SSEA1^+^ X-GFP^+^ population and only few P-RFP^+^ X-GFP^−^ cells were detected, insufficient to maintain a proper gRNA representation for the screen. By comparing the abundance of gRNAs and their enrichment or depletion across populations, we finally identified genes with different roles for the reprogramming and X-chromosome reactivation processes.

**Fig. 1.**
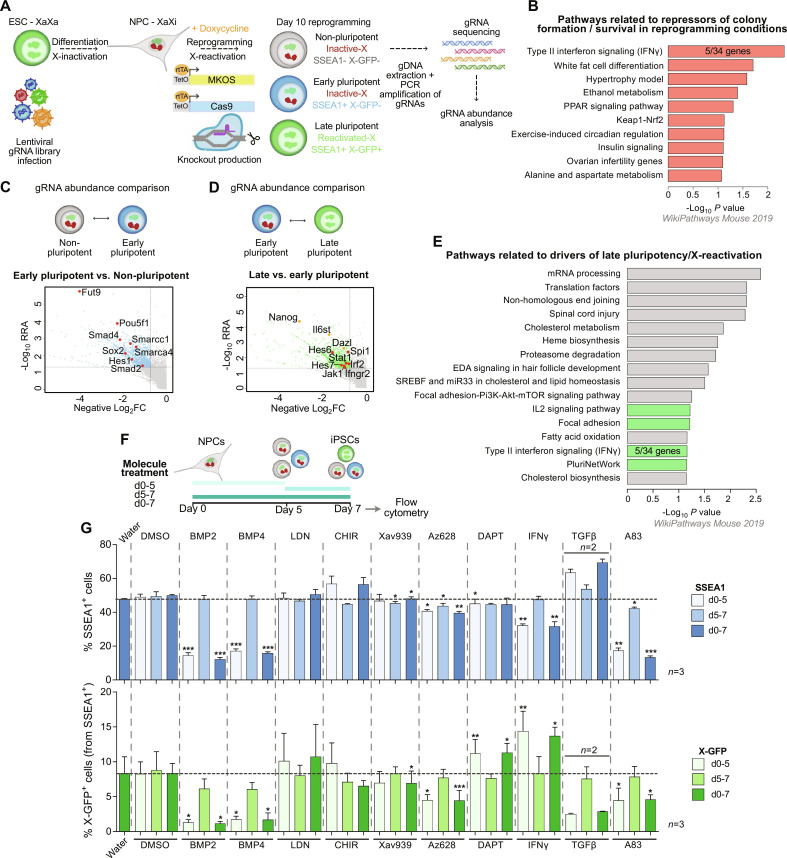
CRISPR screen reveals molecular networks involved in reprogramming and X-reactivation. (**A**) PaX-*iCas9* ESCs infected with a genome-wide lentiviral gRNA library were differentiated into NPCs, doxycycline-treated to activate reprogramming cassette and *iCas9* expression, producing KOs during reprogramming. At day 10, three populations were sorted: non-, early, and late pluripotent/X-reactivated. For these populations and NPCs, gDNA extraction, PCR amplification of gRNAs, sequencing, and gRNA abundance analysis were performed (*n* = 2 independent reprogramming rounds). (**B**) Pathways related to overrepresented genes in non-, early, and late pluripotent populations compared to NPCs. The top 250 genes from each individual comparison to NPCs ranked by RRA score with MAGeCK were used. For the IFNγ pathway, the number of genes (5 of 34) found for this GO term is indicated. (**C** and **D**) gRNA abundance comparisons of early versus nonpluripotent (C) or late versus early pluripotent populations (D) and representation of negative log_2_FC versus −log_10_ RRA (RRA cutoff = 0.05, log_2_FC cutoff = −0.75) [activators of early pluripotency in (C), where genes are highlighted in red; activators of late pluripotency/X-reactivation in (D), where pluripotency genes are shown in yellow; Notch or IFNγ signaling genes are shown in red]. (**E**) Pathways related to underrepresented genes in “late pluripotent versus early pluripotent” comparison (*n* = 1313 genes, RRA score < 0.05, log_2_FC < −0.8). Proliferation, differentiation, and metabolism pathways shown in gray; the rest of the pathways in green. (**F**) Experimental design for (G). Molecule treatments were done from day 0 to 5, day 5 to 7 or day 0 to 7; flow cytometry analysis was done at day 7. (**G**) Pathway validation: Flow cytometry analysis at day 7 of SSEA1 and X-GFP percentages (*n* = 3 reprogramming rounds; for TGFβ, *n* = 2). Data represented as mean ± SD. Statistics (paired *t* tests): where not specified = nonsignificant; *P < 0.05; **P < 0.01; ***P < 0.001.

Genes required for cell survival and normal growth (the essentialome) were depleted in all three final cell populations (nonpluripotent, early pluripotent, and late pluripotent) when compared to NPCs (fig. S1, C to I). On the other hand, overrepresented genes in the three reprogramming populations constituted repressors of iPSC colony formation and cell survival in reprogramming conditions. We found enrichment of pathways related to differentiation, metabolism, and inflammation (Fig. 1B). “Type II Interferon signaling”/IFNγ pathway showed the highest overrepresentation, suggesting a putative role of this pathway in repressing colony formation during reprogramming.

Next, to identify genes and pathways with a role early during pluripotency acquisition, we compared gRNA frequencies between the nonpluripotent and early pluripotent populations (Fig. 1C and fig. S1, J to L). As expected, we found genes with well-known roles in pluripotency such as *Smad2*, *Smad4* (related to BMP signaling), *Pou5f1*, *Sox2*, *Smarcc2*, *Smarca4* (related to pluripotency), *Hes1* (target of Notch pathway), and *Fut9* (that encodes the key enzyme necessary for SSEA1 synthesis), thereby validating our screening approach (Fig. 1C).

As our main aim was to identify previously unknown genes and pathways playing a role in naive pluripotency and in particular X-chromosome reactivation, we then focused on the comparison between the late and early pluripotent populations (Fig. 1, D and E, and fig. S1, M and N). Among the genes and pathways identified as drivers of naive pluripotency and X-reactivation, we found, as expected, the pluripotency network (with genes like *Nanog*, *Il6st*, and *Dazl*). We also identified other processes involved in cell proliferation (mRNA processing, translation), lipid metabolism, and the Notch pathway (represented by genes such as *Hes6* and *Hes7*). These have been previously described for their involvement in pluripotency acquisition but not investigated for a role in X-reactivation (*51*–*53*). Moreover, we identified the IFNγ pathway (including genes such as *Stat1*, *Jak1*, *Spi1*, *Irf2*, and *Ifngr2*) as a so far unknown putative regulator of these processes (Fig. 1, D and E).

Next, we validated our screening results by activating and/or repressing some of the identified pathways through the addition of signaling factors and small molecules during the reprogramming process focusing on potential regulators of colony formation, pluripotency acquisition, or X-chromosome reactivation. To identify an early or late contribution of the different pathways, treatment was performed at the beginning of reprogramming (from day 0 to day 5), at the end of reprogramming (from day 5 onward), or during the whole process (Fig. 1F). We tested the following pathways: bone morphogenetic protein (BMP) (activated by BMP2 and BMP4, repressed by LDN-212854), Wnt (activated by the GSK-3β inhibitor CHIR99021, repressed by the tankyrase1/2 inhibitor Xav939), mitogen-activated protein kinase (MAPK) (repressed by the pan-Raf kinase inhibitor Az628), Notch (inhibited by the γ-secretase inhibitor DAPT), IFNγ pathway (activated by IFNγ), and transforming growth factor β (TGFβ) (activated by TGFβ, repressed by the ALK5, ALK4, and ALK7 selective inhibitor A83-01). We measured the effects of the treatments on early pluripotency (SSEA1^+^) and X-chromosome reactivation (X-GFP^+^) by flow cytometry on day 7 of reprogramming, when we observed the onset of X-GFP reactivation, and therefore, the most marked change in X-chromosome status (from inactive to active) (Fig. 1G). Some molecules, such as BMP2, BMP4, or A83-01, caused a reduction of both SSEA1 and X-GFP percentages upon early or continuous treatment, indicating an early effect in the process of reprogramming. By contrast, the early or continuous treatment with IFNγ (activator of IFNγ pathway) and DAPT (inhibitor of Notch pathway) resulted in an increased percentage of X-GFP^+^ cells [around 1.76 ± 0.15 (SD)–fold and 1.37 ± 0.05–fold for early treatments, respectively] without increasing the percentage of SSEA1^+^ cells. This suggests a putative role of these molecules in the later stages of reprogramming.

Overall, our CRISPR screen validated already known pathways (BMP, MAPK, Wnt, TGFβ, and Notch signaling) (*53*–*57*) related to the different reprogramming stages. Here, we focused on the previously unidentified IFNγ signaling pathway, which plays contrasting roles during the iPSC reprogramming process: early on as a repressor of colony formation (Fig. 1B), but subsequently as a driver of late pluripotency and X-chromosome reactivation (Fig. 1, D and E). As IFNγ induced the highest increase in X-chromosome reactivation efficiency in the validation experiments (Fig. 1G) and has never been implicated in these processes before, we therefore from now on focused on characterizing its mechanism of action.

### IFNγ signaling modulates colony formation and X-chromosome reactivation during iPSC reprogramming

In our CRISPR screen, the IFNγ pathway showed up as a putative repressor of iPSC colony formation and potential driver of X-chromosome reactivation. We explored the role of IFNγ signaling in these two scenarios after IFNγ treatment at different time points: early (day 0 to 5), late (day 5 to 10), and continuous (day 0 to 10) (Fig. 2A). To further investigate the implication of the IFNγ pathway activation in iPSC colony formation, we performed alkaline phosphatase (AP) staining after 10 days of reprogramming (Fig. 2B) upon different timings of IFNγ treatment. The early (day 0 to 5) and continuous (day 0 to 10) treatments induced a decrease in AP-positive colony number, validating the role of IFNγ signaling as a repressor of colony formation, while the late treatment (day 5 to 10) did not have any effect. This phenotype could be related to a slight increase in apoptosis observed after 48 hours from IFNγ treatment during the onset of reprogramming induction (fig. S2A). Next, we tested X-chromosome reactivation efficiency by measuring the percentage of X-GFP^+^ cells at days 5, 7, and 10 of reprogramming (Fig. 2, C to E). At day 7, the early and continuous treatment with IFNγ resulted in a significant increase in cells undergoing X-GFP reactivation (Fig. 2D), with average fold changes of 1.76 ± 0.15 and 1.71 ± 0.42 to the control, respectively (Fig. 2E), while the differences between IFNγ-treated and control samples were less prominent at day 10 (Fig. 2, D and E), suggesting that early IFNγ treatment accelerates X-reactivation. Moreover, by reseeding SSEA1^+^ X-GFP^−^ cells at day 7, we observed that they had the capacity to achieve X-reactivation late in reprogramming (day 12) at similar levels (fig. S3A) and form pluripotent AP-positive colonies at 3.3 ± 0.3–fold higher numbers in the IFNγ-treated condition than in controls (fig. S3B).

**Fig. 2.**
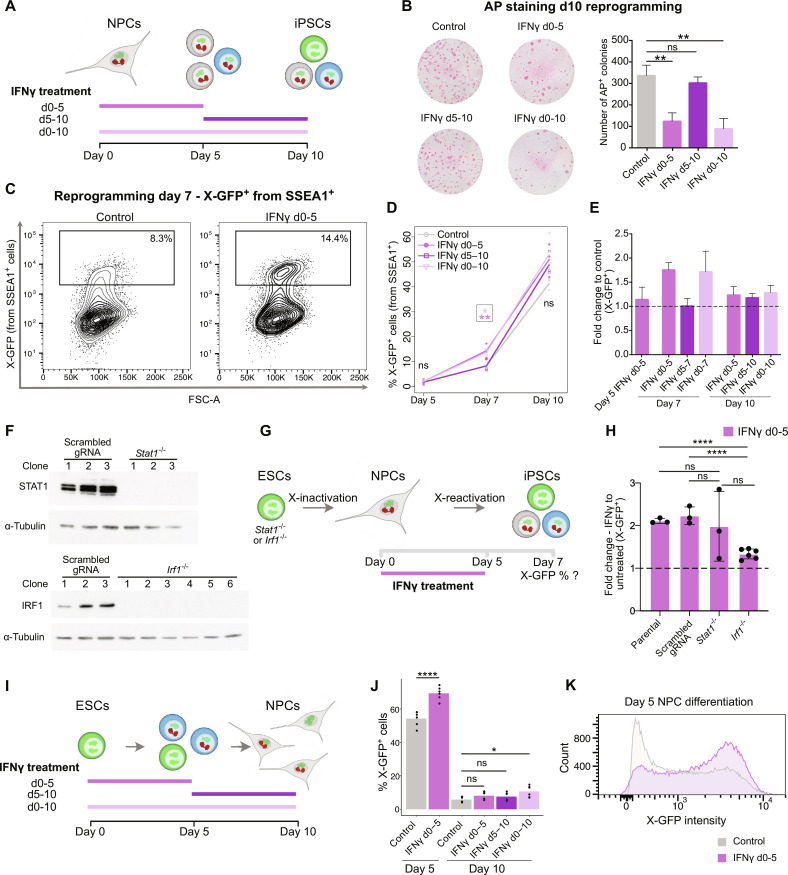
IFNγ modulates colony formation and X-reactivation during reprogramming. (**A**) For (B) to (E), IFNγ was added from day 0 to 5, day 5 to 10, day 0 to 10 (*n* = 3 reprogramming rounds). (**B**) AP stainings on day 10 of reprogramming (*n* = 3 for control, *n* = 4 for IFNγ treatments). Statistics (unpaired *t* tests): ns = nonsignificant; **P < 0.01. Error bars represent SD. (**C**) Flow cytometry plots of X-GFP^+^ (from SSEA1^+^) cells (gate) in control and IFNγ treatment (day 0 to 5) at day 7. (**D**) Flow cytometry analysis of X-GFP^+^ cells on reprogramming days 5, 7, and 10. Statistics (paired *t* tests): *P < 0.05; **P < 0.01. (**E**) Fold change of X-GFP percentages compared to each control. Error bars represent SD [calculations based on percentages in (D)]. (**F**) Western blot of STAT1 and IRF1 for three scrambled gRNA and three *Stat1*^−/−^ clones (top) or six *Irf1*^−/−^ clones (bottom). Loading control: ɑ-tubulin. (**G**) For (H), NPCs derived from three *Stat1*^−/−^, six *Irf1*^−/−^, three parental, and three scrambled gRNA ESC clones were reprogrammed into iPSCs ± IFNγ (day 0 to 5). X-GFP percentages measured by flow cytometry at day 7. (**H**) Fold change of X-GFP^+^ percentage (IFNγ versus untreated controls) on day 7 measured by flow cytometry. Clones with the same genotype listed in (G) are grouped; dots represent the mean of three technical replicates for each clone. Statistics (unpaired *t* tests): ****P < 0.0001. Error bars represent SD. (**I**) For (J) and (K), IFNγ treatment was done during NPC differentiation (day 0 to 5, day 5 to 10, and day 0 to 10) (*n* = 6 independent replicates). (**J**) X-GFP percentage on days 5 and 10 of NPC differentiation measured by flow cytometry. Statistics (paired *t* tests): *P < 0.05; ****P < 0.0001. (**K**) Flow cytometry histogram of X-GFP intensity in representative samples of control and IFNγ-treated day 5 NPCs.

IFNγ signaling induces the activation of the transcription factors STAT1 and IRF1 (interferon regulatory factor 1), which in turn activate the expression of IFNγ-response genes. To determine the speed of activation of IFNγ target genes upon treatment, we analyzed the expression of *Irf1* and *Gbp2* by quantitative reverse transcription polymerase chain reaction (qRT-PCR) in NPCs during the first 9 hours of reprogramming induction. A strong increase in the expression of the IFNγ pathway genes *Irf1* and *Gbp2* was observed already after 3 to 6 hours of treatment (fig. S2B). Moreover, we detected an increased expression of STAT1 and phospho-STAT1 at the protein level at days 2 and 5 of reprogramming in the IFNγ-treated cells compared to the control, indicating activation of the pathway during reprogramming upon IFNγ treatment (fig. S2, C to E). To shed light on the mechanism behind the increased X-chromosome reactivation efficiency upon IFNγ treatment, we generated *Stat1*^−/−^ and *Irf1*^−/−^ ESC lines (Fig. 2F), induced reprogramming in NPCs generated from them with and without IFNγ treatment from day 0 to 5, and analyzed the percentages of cells undergoing X-GFP reactivation at day 7 of reprogramming by flow cytometry (Fig. 2, G and H, and fig. S2F). As in our previous experiments, IFNγ treatment resulted in an around 2-fold increase in the percentage of X-GFP^+^ cells in the parental (2.11 ± 0.06–fold) and scrambled gRNA (2.23 ± 0.2–fold) controls compared to untreated cells. In the *Stat1*^−/−^ cell lines, IFNγ treatment still induced an increase in X-GFP reactivation efficiency comparable to the controls in two of three clones (1.98± 0.82–fold), suggesting that STAT1 is unlikely to be the main responsible downstream factor for the observed phenotype. By contrast, all six *Irf1*^−/−^ clones analyzed showed less of an increase in X-GFP reactivation compared to the parental or scrambled control clones in response to IFNγ treatment (IFNγ versus control X-GFP fold changes varied from 1.18 to 1.46, *P* < 0.0001, average = 1.33 ± 0.12–fold). Together, these data suggest that IRF1 is a mediator of IFNγ signaling responsible for the increased efficiency of X-GFP reactivation observed upon IFNγ treatment.

Next, we explored the effects of IFNγ treatment in other contexts of reprogramming and cell differentiation. In the MEF (mouse embryonic fibroblast) reprogramming system (fig. S4), IFNγ caused a reduction in colony number as well but did not enhance X-reactivation, indicating that the IFNγ-mediated increase in X-reactivation efficiency is reprogramming context specific. Then, we wanted to know if IFNγ has the opposite effect on ESC differentiation into NPCs than during NPC reprogramming. For this, we treated cells undergoing differentiation with IFNγ from day 0 to 5, day 5 to 10, or throughout the whole process (Fig. 2I) and assessed the percentages of SSEA1^+^ and X-GFP^+^ cells by flow cytometry on days 5 and 10 (fig. S2G and Fig. 2, J and K). At day 5 of differentiation, no changes in SSEA1 percentage were detected between the control and the IFNγ-treated samples (fig. S2G), while the X-GFP percentage was elevated in the IFNγ-treated cells at day 5 of differentiation compared to the control (Fig. 2, J and K). In contrast, on day 10 of differentiation, substantial changes were no longer detected in X-GFP expression between control and treated samples, with a significant but relatively minor increase in the X-GFP percentage in IFNγ-treated samples from day 0 to 10 (Fig. 2J). Similarly, a significant albeit small increase in percentage of SSEA1^+^ cells was detected at day 10 of differentiation in IFNγ-treated samples from day 0 to 5 and day 0 to 10 (fig. S2G). These data indicate that IFNγ treatment during differentiation delays X-chromosome inactivation, which is opposite to its observed role in NPC to iPSC reprogramming, where IFNγ accelerates X-chromosome reactivation instead.

### IFNγ pathway activation accelerates the reprogramming process

To gain insight into the changes induced by early IFNγ treatment (day 0 to 5), we performed transcriptomic analyses of FACS-sorted cells at days 2, 5 (SSEA1^+^), and 7 (SSEA1^+^/X-GFP–negative, X-GFP–medium, and X-GFP–high) (fig. S5A) of reprogramming and compared them to untreated cells, and NPCs and ESCs as fully differentiated and pluripotent cell types, respectively. 

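RNA was sequenced from 24 libraries, 2 for each of 12 populations. These were ESCs, NPCs, control and IFNγ-treated cells sorted at day 2 and at day 5, and X-GFP–negative, X-GFP–medium and X-GFP–high cells sorted at day 7 from both arms. IFNγ was given at 10 ng/ml from day 0 to 5. All cells came from the PaX system, a hybrid M. musculus/M. castaneus ESC line whose X-GFP reporter lies in Hprt on the M. musculus X chromosome (X mus), the other X being X cas. NPCs made from this line were reprogrammed with doxycycline on irradiated male mouse embryonic fibroblast feeders. At day 2 the feeders had been stained with CFSE, a fluorescent dye, and the CFSE-negative cells were sorted. At days 5 and 7, cells carrying SSEA1, a surface marker of reprogramming cells, were enriched on magnetic beads and sorted. Libraries were stranded and depleted of ribosomal RNA. Read pairs were aligned by the authors with STAR and WASP to mm10 with the CAST/EiJ and 129S1/SvImJ variant positions masked, and reads per gene were counted with HTSeq. The values used here are the authors' normalized counts of 37315 genes, each being the read count divided by 1 DESeq2 size factor per library. In each library 100% of the values were whole multiples of 1 step, and the reads counted on genes were recovered from that step. They numbered 30155203 and 30359554 in the ESC libraries, 27597387 and 30444975 in NPCs, 26661831 and 26864197 in day 2 control cells and 27181379 and 29273969 in day 2 IFNγ-treated cells. At day 5 they numbered 33106141 and 34794609 in control and 33703273 and 37056508 in IFNγ-treated cells. At day 7, in the same order of control and IFNγ-treated cells, they numbered 28448304 and 28683574, and 25966420 and 27992560, in X-GFP–negative cells. Those of X-GFP–medium cells numbered 28443041 and 29875843, and 26540528 and 28221404. Those of X-GFP–high cells numbered 26982896 and 27922209, and 24746109 and 25851466. The median over all libraries was 28332222.5 reads. The paper's stated depth, 35000000 to 50000000 mapped reads, is another measure, and the values here use the reads counted on genes. The mitochondrial ribosomal RNA gene mt-Rnr2 took 9.02 to 19.1% of the normalized counts of a library. The 2 libraries of a population differed by more than counting error, with a chi-square per degree of freedom of 3.16 to 19.3 over genes with at least 20 reads. IFNγ-treated cells were compared with control cells of the same day and population, 2 libraries against 2, with limma on log2(normalized count + 1). The test was two-sided, covered genes with a mean above 10, and used the Benjamini-Hochberg adjustment with a threshold of 0.1. Each log2 fold change is the difference of the means of these log2 values, so a pseudocount of 1 lowers it at small counts. Measures that did not come from a fit over all genes are given per group with their SD, since 2 libraries against 2 allow no exact two-sided p under 0.33. Coordinates are those of GRCm38/mm10 in the GENCODE vM21 annotation.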

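PCA was computed on the 500 genes with the largest variance of log2(normalized count + 1) over the 24 libraries. PC1 held 73.8% and PC2 15.4% of the variance. The position of a library was summarised as its distance, in log2 units over PC1 and PC2, to the mean of the ESC libraries. At day 2 this distance was 153 ± 1.25 (SD, n = 2) in the control and 160.0 ± 1.71 (SD, n = 2) with IFNγ, a ratio of 1.04. The distance at day 5 was 82.3 ± 2.20 (SD, n = 2) in the control and 88.7 ± 1.34 (SD, n = 2) with IFNγ, a ratio of 1.08. At both days the 2 IFNγ-treated libraries lay farther from the ESCs than the 2 control libraries, by more than the SD of either group. Chance gives groups of 2 and 2 that do not overlap in 33.3% of comparisons. With the libraries of either replicate number left out, the ratios were 1.04 to 1.05 at day 2 and 1.05 to 1.10 at day 5. Of the alternative settings tried on these 2 ratios, the distance over all principal components or another choice of genes, pseudocount or scaling, none gave less than 1.04 at day 2 or 1.05 at day 5, and the highest at day 5 was 1.10.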

Principal components analysis (PCA) revealed a strong similarity between control and IFNγ-treated cells at days 2 and 5 of reprogramming (Fig. 3A). However, at day 7, IFNγ-treated iPSCs showed an accelerated reprogramming kinetics compared to the control, clustering closer to the ESCs. This trend was also observed when only autosomal genes were taken into account (fig. S5B).

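In X-GFP–negative cells at day 7, the distance to the ESCs was 80.9 ± 1.53 (SD, n = 2) in the control and 75.0 ± 2.72 (SD, n = 2) with IFNγ, and the ratio of IFNγ-treated to control cells was 0.928. In X-GFP–medium cells it was 61.5 ± 0.237 (SD, n = 2) in the control and 46.2 ± 3.78 (SD, n = 2) with IFNγ, a ratio of 0.751. In X-GFP–high cells it was 43.1 ± 1.19 (SD, n = 2) in the control and 28.5 ± 2.70 (SD, n = 2) with IFNγ, a ratio of 0.661. In each of the 3 populations both IFNγ-treated libraries lay closer to the ESCs than both control libraries. With the libraries of either replicate number left out, the ratio was 0.878 to 0.980 in X-GFP–negative, 0.674 to 0.817 in X-GFP–medium and 0.566 to 0.738 in X-GFP–high cells. A pseudocount of 0.1 in place of 1 gave ratios of 1.01 in X-GFP–negative, 0.855 in X-GFP–medium and 0.761 in X-GFP–high cells. With the distance over all principal components the ratio in X-GFP–high cells was 0.786. With the pseudocount of 0.1 the X-GFP–negative cells were no closer to the ESCs with IFNγ than without.

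**Figure D1:**
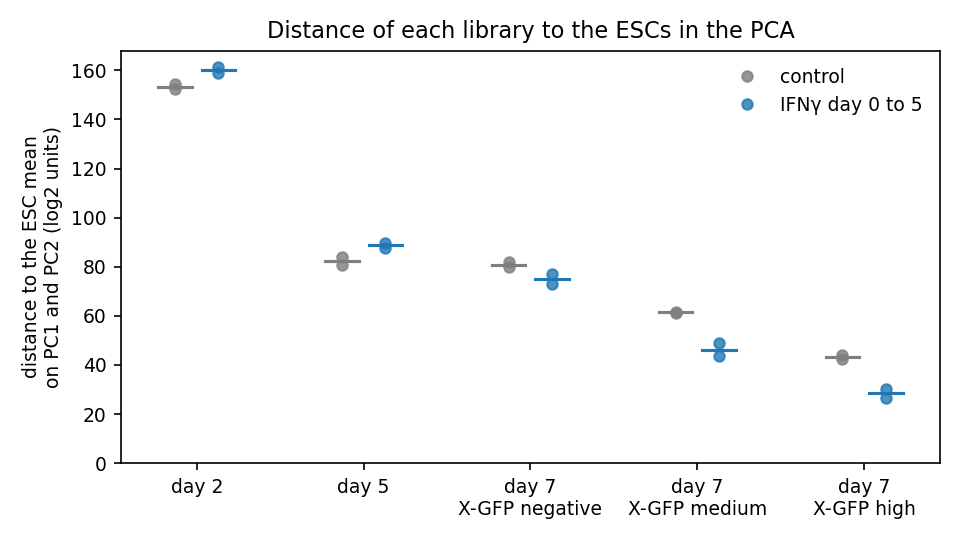
Distance of each library to the mean of the ESC libraries on PC1 and PC2, in log2 units, by day and population. Each point is 1 library and each bar the mean of 2, and the IFNγ-treated means lie above the control means at days 2 and 5 and below them at day 7.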

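With the 500 genes taken from the autosomes alone, PC1 held 73.1% and PC2 16.1% of the variance. The distance to the ESCs in X-GFP–negative cells was 81.2 ± 1.62 (SD, n = 2) in the control and 74.5 ± 2.63 (SD, n = 2) with IFNγ, a ratio of 0.917. The distance in X-GFP–medium cells was 63.2 ± 0.468 (SD, n = 2) in the control and 46.6 ± 3.81 (SD, n = 2) with IFNγ, a ratio of 0.737. In X-GFP–high cells it was 45.3 ± 1.22 (SD, n = 2) in the control and 29.3 ± 2.73 (SD, n = 2) with IFNγ, a ratio of 0.646. The autosomal ratio at day 5 was 1.07, the IFNγ-treated cells lying farther from the ESCs.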

**Fig. 3.**
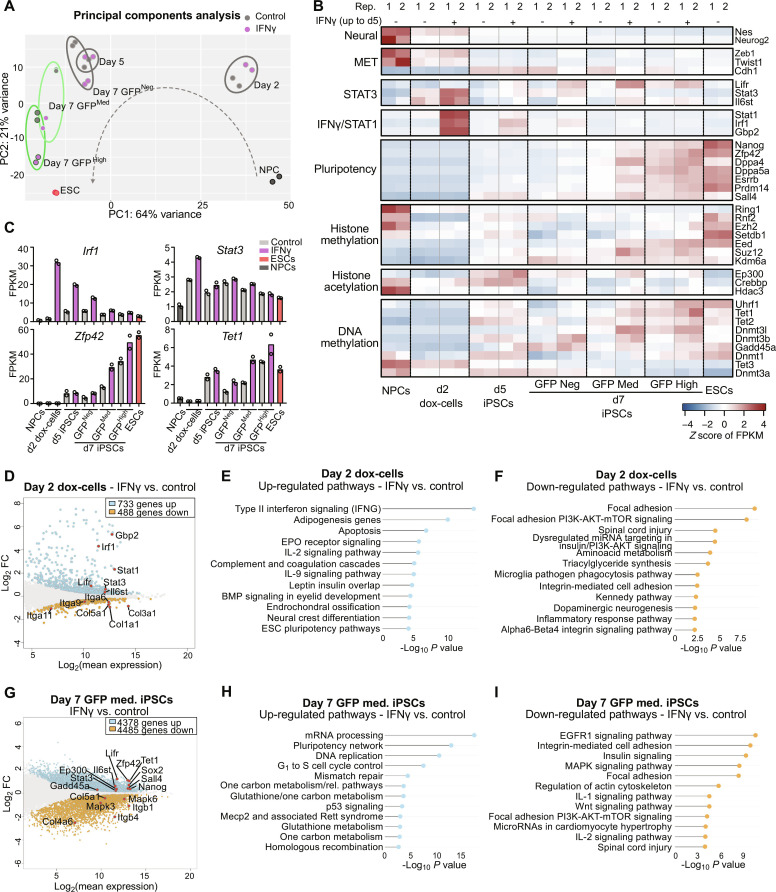
IFNγ pathway activation accelerates the reprogramming process. (**A**) PCA of RNA-seq of NPCs, day 2, day 5, and day 7 reprogramming populations, and ESCs, in control and IFNγ treatment (day 0 to 5), representing the top 500 most variable genes. (**B**) Heatmap representing expression (*z* score of FPKM) of neural genes, mesenchymal-to-epithelial transition (MET) genes, pluripotency genes, STAT3- and IFNγ/STAT1-related genes, histone methylation genes, histone acetylation genes, and DNA methylation genes. (**C**) Expression (FPKM) of selected genes (*Irf1, Stat3, Zfp42/Rex1*, and *Tet1*) in NPCs, ESCs, and day 2, day 5, and day 7 reprogramming populations ± IFNγ treatment (two RNA-seq replicates shown). (**D**) MA plot (log_2_FC vs log_2_ mean expression) displaying transcriptomic changes of IFNγ versus control day 2 reprogramming cells (adjusted *P* = 0.1). Up-regulated genes are highlighted in light blue; down-regulated genes are highlighted in orange. Selected genes are shown with points in red. (**E** and **F**) Up-regulated (E) and down-regulated (F) pathways in IFNγ versus control day 2 reprogramming cells (WikiPathways Mouse 2019) (adjusted *P* = 0.1). (**G**) MA plot displaying transcriptomic changes of IFNγ versus control day 7 X-GFP medium iPSCs (adjusted *P* = 0.1). Up-regulated genes are highlighted in light blue; down-regulated genes are highlighted in orange. Selected genes are shown with points in red. (**H** and **I**) Up-regulated (H) and down-regulated (I) pathways in IFNγ versus control day 7 X-GFP medium iPSCs (WikiPathways Mouse 2019) (adjusted *P* = 0.1).

Next, we explored the expression of several genes involved in the reprogramming process (Fig. 3, B and C, and fig. S5D). This analysis indicated an early activation of the IFNγ-related genes *Stat1*, *Irf1*, and *Gbp2* upon treatment, which peaked at day 2 of reprogramming. 

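Irf1 (ENSMUSG00000018899, chromosome 11 from 53770014 to 53778374) had 7716 ± 327 normalized counts (SD, n = 2) at day 2 and 4745 ± 151 (SD, n = 2) at day 5 with IFNγ. Its control values were 375 ± 68.7 and 1295 ± 137 (SD, n = 2 each). At day 7 its IFNγ-treated means were 3051, 1436 and 1145 in X-GFP–negative, X-GFP–medium and X-GFP–high cells. Gbp2 (ENSMUSG00000028270, chromosome 3 from 142620602 to 142638008) had 19835 ± 72.9 normalized counts (SD, n = 2) at day 2 and 6984 ± 346 (SD, n = 2) at day 5 with IFNγ, against 442 ± 108 and 834 ± 86.1 (SD, n = 2 each) in the control. At day 7 its IFNγ-treated means were 2425, 491 and 129 in the same order. For Irf1 and Gbp2, both IFNγ-treated libraries at day 2 were above those of every later day and population. The days were not tested against each other. The day 2 libraries also held reads of the Y-linked genes, which the ESCs and NPCs of this female line lacked. Their summed normalized counts were 253 and 218 in the 2 day 2 control libraries and at most 1.94 in an ESC or NPC library.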

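Stat3 (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540) had 4404 ± 45.1 normalized counts in the control and 6777 ± 89.4 with IFNγ at day 2 (SD, n = 2 each). At day 5 it had 3080.1 ± 276 and 3879 ± 365, and in X-GFP–medium cells at day 7 3332 ± 42.5 and 3965 ± 33.4, in the same order. Lifr, the LIF receptor gene (ENSMUSG00000054263, chromosome 15 from 7090614 to 7197489), had 1113 ± 149.6 normalized counts in the control and 2117 ± 46.1 with IFNγ at day 2 (SD, n = 2 each). The corresponding values were 1628 ± 469 and 3342 ± 721 at day 5, and 2639 ± 89.6 and 6330.4 ± 71.7 in X-GFP–medium cells. Il6st, which encodes the gp130 subunit of that receptor (ENSMUSG00000021756, chromosome 13 from 112464070 to 112510086), had 4324 ± 586 and 5573 ± 469 at day 2, 2302 ± 488 and 2977 ± 524 at day 5, and 2489 ± 49.2 and 3881 ± 28.6 in X-GFP–medium cells (SD, n = 2 each). Both IFNγ-treated libraries were above both control libraries in each of these comparisons except for Il6st at day 5, where the groups overlapped. ESCs had 2508 ± 47.0 normalized counts of Stat3, 2493 ± 117 of Lifr and 2851 ± 167 of Il6st (SD, n = 2 each).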

Of note, IFNγ-treated iPSCs also showed a higher expression of some genes related to the LIF/STAT3 pathway (*Stat3*, *Lifr*, *Il6st*), which is involved in the acquisition of pluripotency (*58*–*60*). 

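Expression of 7 pluripotency genes, Nanog, Zfp42 (Rex1), Dppa4, Dppa5a, Esrrb, Prdm14 and Sall4, was compared between IFNγ-treated and control cells with limma. At day 2, 0 of the 5 genes that could be tested was higher past the threshold (0 at an unadjusted p under 0.05). At day 5, 1 of 7 was higher, Dppa5a (2 at an unadjusted p under 0.05), and it was no longer past the threshold without the filter on low values or with all 24 libraries in 1 fit. At day 7, 6 genes were higher in X-GFP–negative cells, all but Prdm14, 7 in X-GFP–medium cells and 6 in X-GFP–high cells, all but Dppa5a. No gene was lower past the threshold at day 7, and 0 were lower at an unadjusted p under 0.05. The call of Prdm14 in X-GFP–negative cells was made with the values rescaled to the same total. With all 24 libraries in 1 fit, Zfp42 was no longer past the threshold in X-GFP–negative cells, and neither were Zfp42, Dppa4, Esrrb, Prdm14 and Sall4 in X-GFP–high cells. Sall4 in X-GFP–high cells was also not past it without the filter on low values or with DESeq2. The difference between populations was tested as an interaction of IFNγ and population in limma. For 0 of the 7 genes did the effect of IFNγ differ between X-GFP–medium and X-GFP–negative cells (also 0 at an unadjusted p under 0.05). The effect was smaller in X-GFP–high than in X-GFP–medium cells for 5 of the 7, Zfp42, Dppa4, Dppa5a, Esrrb and Sall4. With the values rescaled to the same total the number was 4, without Sall4.

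**Figure D2:**
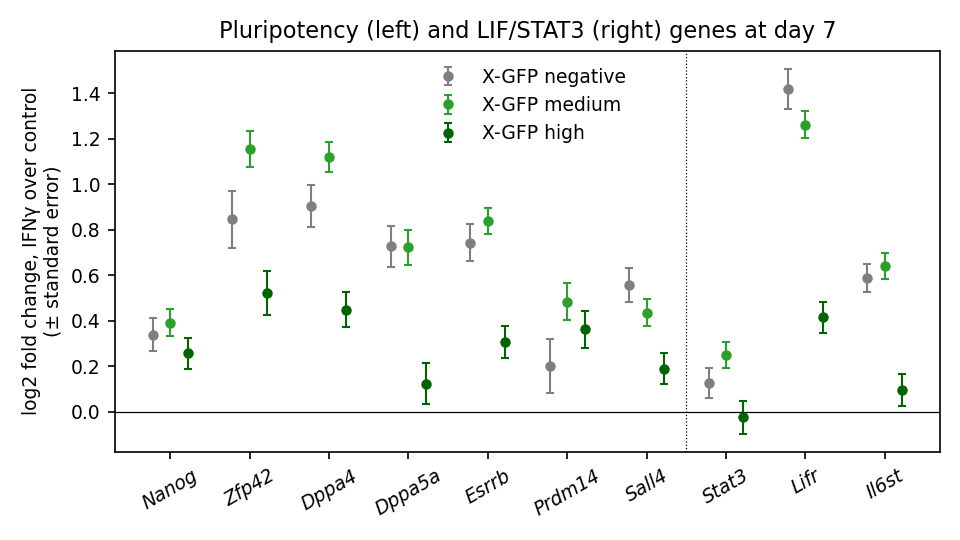
Log2 fold change of IFNγ-treated over control cells at day 7 for the 7 pluripotency genes and for Stat3, Lifr and Il6st, by X-GFP population. Points are limma estimates from 2 libraries against 2 and bars their standard error, and the points of X-GFP–high cells lie below those of X-GFP–medium cells for each gene, a difference tested for each gene by the interaction.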

Pluripotency genes showed a higher expression in the IFNγ-treated samples compared to the control, especially in the X-GFP–medium population, which is undergoing X-reactivation. Examples of these naive pluripotency genes are *Nanog*, *Zfp42/Rex1*, *Dppa4*, *Dppa5a*, *Esrrb*, *Prdm14*, and *Sall4*. This supports a more advanced reprogramming in the IFNγ-treated samples, consistent with what we have observed in the PCA (Fig. 3A), and is in line with studies showing an involvement of naive pluripotency factors such as *Nanog* and *Prdm14* in X-chromosome reactivation (*10*, *15*, *61*). 

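In X-GFP–medium cells, Dppa4 (ENSMUSG00000058550, chromosome 16 from 48283733 to 48294237) had 1203 ± 40.1 normalized counts in the control and 2615 ± 14.0 with IFNγ (SD, n = 2 each), a log2 fold change of 1.12 (standard error 0.06, limma adjusted p = 1.01e-06). Dppa5a (ENSMUSG00000060461, chromosome 9 from 78367052 to 78368177) had 13948 ± 263 normalized counts in the control and 23092 ± 2643 with IFNγ (SD, n = 2 each), a log2 fold change of 0.72 (standard error 0.08, limma adjusted p = 3.67e-05). Esrrb (ENSMUSG00000021255, chromosome 12 from 86361117 to 86521628) had 8202 ± 333 normalized counts in the control and 14673 ± 96.7 with IFNγ (SD, n = 2 each), a log2 fold change of 0.84 (standard error 0.06, limma adjusted p = 2.38e-06). Prdm14 (ENSMUSG00000042414, chromosome 1 from 13113457 to 13127163) had 647 ± 6.39 normalized counts in the control and 906 ± 23.5 with IFNγ (SD, n = 2 each), a log2 fold change of 0.48 (standard error 0.08, limma adjusted p = 0.000558). Sall4 (ENSMUSG00000027547, chromosome 2 from 168748332 to 168767943) had 8830.1 ± 136 normalized counts in the control and 11949.5 ± 556 with IFNγ (SD, n = 2 each), a log2 fold change of 0.44 (standard error 0.06, limma adjusted p = 0.000162). For each of these genes both IFNγ-treated libraries were above both control libraries. ESCs had 1578 ± 74.1 normalized counts of Dppa4, 44075 ± 1800.4 of Dppa5a, 20984 ± 499 of Esrrb, 2059.7 ± 145 of Prdm14 and 9079 ± 707 of Sall4 (SD, n = 2 each). In the X-GFP–medium population the mean of IFNγ-treated cells was 10260.0 for Nanog and 10164 for Zfp42, against 7818 and 4554 in the control and 25331 ± 1744 and 19111 ± 1110.0 in ESCs (SD, n = 2).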

We then focused on genes related to DNA demethylation dynamics, as demethylation of X-linked gene promoters is a key step in X-chromosome reactivation (*23*, *25*, *62*). 

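Tet2 (ENSMUSG00000040943, chromosome 3 from 133463679 to 133545139) had log2 fold changes of −0.07 (standard error 0.06, limma adjusted p = 0.527) at day 2 and −0.19 (standard error 0.08, limma adjusted p = 0.273) at day 5. At day 7 the log2 fold change of Tet2 was −0.71 (standard error 0.08, limma adjusted p = 0.000116) in X-GFP–negative cells, a decrease, −0.04 (standard error 0.07, limma adjusted p = 0.632) in X-GFP–medium cells and 0.23 (standard error 0.08, limma adjusted p = 0.0482) in X-GFP–high cells. The value in X-GFP–medium cells changed sign, to 0.05, without IFNγ-treated replicate 1. The increase in X-GFP–high cells was not past the threshold without the filter on low values. With 1 library left out, it ranged from 0.116 to 0.337. Tet3 (ENSMUSG00000034832, chromosome 6 from 83362373 to 83459084) had log2 fold changes of 0.15 (limma adjusted p = 0.29) at day 2 and −0.18 (limma adjusted p = 0.485) at day 5. At day 7 the change was −0.35 (standard error 0.08, limma adjusted p = 0.00659) in X-GFP–negative, −0.30 (standard error 0.09, limma adjusted p = 0.0177) in X-GFP–medium and 0.07 (standard error 0.11, limma adjusted p = 0.706) in X-GFP–high cells. The last changed sign, to −0.04, without control replicate 2. With the replicate number as a block, Tet2 at day 5 (limma adjusted p = 0.072) and Tet3 at day 2 (limma adjusted p = 0.0497) were past the threshold. The study does not state that equal replicate numbers were handled together. Tet1 (ENSMUSG00000047146, chromosome 10 from 62804570 to 62908996) had 8537 ± 1157 normalized counts in the control and 10646 ± 719 with IFNγ at day 5 (SD, n = 2 each). Gadd45a (ENSMUSG00000036390, chromosome 6 from 67035096 to 67037457) had 397 ± 81.7 and 785 ± 273. The libraries of the 2 groups did not overlap for either gene.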

While we did not observe differences in the expression of *Tet2* and *Tet3*, we saw a higher expression of *Tet1* and *Gadd45a* from day 5 onward in the IFNγ-treated cells in comparison to the control (Fig. 3, B and C). *Tet1* has previously been shown to be up-regulated during iPSC reprogramming and to demethylate and reactivate pluripotency genes (*63*). GADD45A is a member of the base excision repair pathway that was found to interact with TET1, promoting its activity and enhancing DNA demethylation (*64*). Thus, the up-regulation of these genes upon IFNγ treatment could potentially contribute to DNA demethylation, leading to a more rapid cell fate transition and more efficient or faster X-chromosome reactivation.

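With limma at an adjusted p under 0.1, 790 of 15697 genes were higher and 542 lower with IFNγ at day 2. At day 5, 249 of 15133 were higher and 81 lower. In X-GFP–negative cells at day 7, 4836 of 15531 genes were higher and 4781 lower. At the same day in X-GFP–medium cells 5193 of 15595 were higher and 4621 lower, and in X-GFP–high cells 2830 of 15598 were higher and 3175 lower. The counts at days 2 and 5 depended on the setting. Without the filter on low values, 481 genes were higher and 212 lower at day 2. With the replicate number as a block, 2652 were higher and 2343 lower at day 2, and 1810 and 1569 at day 5. The study does not state such a pairing of the replicates. With all 24 libraries in 1 fit, 1373 genes were higher and 1082 lower at day 5, with DESeq2 on the recovered reads 556 and 356, and without the filter on low values 134 and 7. With the values rescaled to the same total, 6727 genes were higher and 3432 lower in X-GFP–negative cells, 66.2% higher in place of 50.3%. Genes past the threshold at both day 2 and day 5 numbered 170 for increases and 34 for decreases. Those past it in all 3 day 7 populations numbered 1811 and 2481. The rule for genes to be named gave, besides the genes that the paper names and those of the X-inactivation center, the genes with the largest change among genes past the threshold, with a group mean of at least 100 and the libraries of the 2 groups apart. At day 2 the largest decreases were those of Penk (−1.97 (limma adjusted p = 0.0864)) and Col6a2 (−1.66 (limma adjusted p = 0.00183)). At day 5 they were those of Flrt2 (−1.56 (limma adjusted p = 0.0992)) and Slc16a3 (−1.40 (limma adjusted p = 0.0801)). Penk, Flrt2 and Slc16a3 were not past the threshold without the filter on low values, and Flrt2 also not with a pseudocount of 0.1. The largest decreases at day 7 were those of Dcn, with −4.01 (limma adjusted p = 4.7e-07) in X-GFP–negative, −4.56 (limma adjusted p = 1.35e-07) in X-GFP–medium and −4.74 (limma adjusted p = 2.21e-06) in X-GFP–high cells, of Dsg1b in X-GFP–negative cells (−3.58 (limma adjusted p = 5.98e-05)), and of Vsig8 in X-GFP–medium (−4.13 (limma adjusted p = 2.01e-06)) and X-GFP–high cells (−4.09 (limma adjusted p = 2.74e-06)). The largest increases at day 7 were those of H2-Q7 and Tgtp2, each with a near-identical copy, in X-GFP–negative, Pdgfra and Gm13110 in X-GFP–medium, and Tex11 and Mael in X-GFP–high cells.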

We then performed differential expression analysis between control and IFNγ-treated cells at days 2, 5, and 7 (Fig. 3, D to I; fig. S5, E to K; and table S3). 

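At day 2, Irf1 had a log2 fold change of 4.37 (standard error 0.12, limma adjusted p = 5.21e-06) and Gbp2 of 5.51 (standard error 0.15, limma adjusted p = 4.56e-06). For day 5 the log2 fold change of Irf1 was 1.88 (standard error 0.09, limma adjusted p = 0.000234) and that of Gbp2 3.07 (standard error 0.10, limma adjusted p = 2.96e-05). In each case both IFNγ-treated libraries were above both control libraries. Cxcl9 (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079), among the largest increases at day 2, had 622 ± 301 normalized counts (SD, n = 2) with IFNγ and at most 3 reads in each control library. It was thus at least 206-fold higher with IFNγ (limma adjusted p = 0.000173). H2-Aa (ENSMUSG00000036594, chromosome 17 from 34282744 to 34287823) rose to 949 ± 367 normalized counts (SD, n = 2), a log2 fold change of 8.68 (limma adjusted p = 0.00127) that depends on the pseudocount because control libraries had 0 and 3.97 normalized counts. The largest increases at day 5 were those of Tgtp2 and Ifi47, with 1271 ± 313 and 395 ± 12.5 normalized counts with IFNγ against 5.19 ± 0.197 and 2.64 ± 2.54 in the control (SD, n = 2 each). Tgtp2 has a near-identical copy, Tgtp1, with which it can share reads, and Tgtp1 also rose at day 5 (log2 fold change 7.04). In Table S3 the study lists 16 of its day 2 genes under the WikiPathways term Type II interferon signaling, which holds 34 genes. Because the list was picked on the day 2 libraries, it was tested only at later days, with camera, a gene set test of limma with a preset correlation of 0.01 between genes. At day 2 the median log2 fold change of its genes was 3.46, and all 16 were higher. By day 5 the median was 2.03, with 15 of 15 tested genes higher (camera adjusted p = 7.05e-22). Genes at or under 3 reads in the control, 3 of the list at day 2 and 1 at day 5, left both medians unchanged when set at their lower bound. The 4 lists taken from Table S3 were tested in this way in the 4 later comparisons. Of the calls made by camera at 0.1, each was also made by fry, which estimates the correlation between genes, except that of focal adhesion at day 5.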

As expected, day 2 and 5 cells undergoing reprogramming showed an up-regulation of IFNγ signaling pathway signature genes, including *Gbp2*, *Stat1*, and *Irf1* in the IFNγ-treated cells (Fig. 3, D and E, and fig. S5, F and G). Additionally, at day 2, we observed an activation of other inflammation pathways, like complement and coagulation cascades, interleukin-2 (IL-2), IL-9, and also apoptosis (Fig. 3E), fitting with the increased percentage of annexin V–positive cells observed upon IFNγ treatment early during reprogramming (fig. S2A). 

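The study lists 11 of its day 2 genes under complement and coagulation cascades, of 62 in that term, and 15 under apoptosis, of 81. At day 2 the median log2 fold change was 2.04 over the complement and coagulation genes, 11 of 11 being higher past the threshold of limma. It was 1.32 over the apoptosis genes, 12 of 15 being higher past it and all 15 in direction. The lists were picked by the study on these libraries, so no test was made at day 2. At day 5, for comparison, the medians were 0.91 (camera adjusted p = 6.15e-07) and 0.44 (camera adjusted p = 1.87e-09), with 9 of 10 and 13 of 14 tested genes higher. The IL-2 and IL-9 terms were not analysed here.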

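At day 2, Lifr had a log2 fold change of 0.93 (standard error 0.10, limma adjusted p = 0.00358), Stat3 of 0.62 (standard error 0.05, limma adjusted p = 0.00101) and Il6st of 0.37 (standard error 0.10, limma adjusted p = 0.108). Il6st was past the threshold with DESeq2 on the recovered reads. At day 5 the log2 fold change of Esrrb was 0.49 (standard error 0.15, limma adjusted p = 0.188), that of Lifr 1.05 (standard error 0.21, limma adjusted p = 0.0932), that of Tet1 0.32 (standard error 0.10, limma adjusted p = 0.193) and that of Gadd45a 0.95 (standard error 0.25, limma adjusted p = 0.149). Of these 4 genes only Lifr was past the threshold in this test, and it was not past it without the filter on low values. With DESeq2 on the recovered reads, all of Esrrb, Tet1 and Gadd45a were past it at day 5. Gadd45a was also past it with all 24 libraries in 1 fit. For each gene named at day 2 and at day 5, both IFNγ-treated libraries were above both control libraries.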

As mentioned above, some genes from the pluripotency-related STAT3 pathway showed an increased expression early upon IFNγ treatment, like *Lifr*, *Stat3*, and *Il6st* (Fig. 3, B to D), in line with the higher expression of genes related to pluripotency and/or DNA demethylation detected at day 5 (*Esrrb*, *Lifr*, *Tet1*, and *Gadd45a*) (Fig. 3, B and C, and fig. S5, D, F, and G). Focusing on the down-regulated pathways and genes upon IFNγ treatment, we found a reduction of focal adhesion genes on both days 2 and 5 (Fig. 3F and fig. S5H), predominantly represented by integrins and collagens (*Itga9*, *Col1a1*, *Col3a1*, *Col5a1*) (Fig. 3D and fig. S5F). 

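At day 2, Itga9 (ENSMUSG00000039115, chromosome 9 from 118606690 to 118901003) had a log2 fold change of −0.44 (standard error 0.07, limma adjusted p = 0.0154), Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) of −0.92 (standard error 0.13, limma adjusted p = 0.014), Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) of −0.84 (standard error 0.26, limma adjusted p = 0.141) and Col5a1 (ENSMUSG00000026837, chromosome 2 from 27886425 to 28039514) of −0.73 (standard error 0.12, limma adjusted p = 0.0246). The call of Itga9 was not made with all 24 libraries in 1 fit. At day 5 the log2 fold changes were −0.70 (standard error 0.23, limma adjusted p = 0.197) for Itga9, −0.84 (standard error 0.27, limma adjusted p = 0.196) for Col1a1, −0.89 (standard error 0.20, limma adjusted p = 0.11) for Col3a1 and −0.43 (standard error 0.11, limma adjusted p = 0.137) for Col5a1. Past the threshold at day 5 were 0 of the 4 genes, and 4 at an unadjusted p under 0.05. With DESeq2 on the recovered reads all 4 were past it at day 5. With 1 library left out, the day 5 values ranged from −1.02 to −0.377 for Itga9 and −1.21 to −0.460 for Col1a1. They ranged from −1.05 to −0.727 for Col3a1 and −0.490 to −0.368 for Col5a1. Both IFNγ-treated libraries were below both control libraries for each gene at both days. The focal adhesion list of the study, 22 of its day 2 genes in a term of 185, had a median log2 fold change of −0.67 at day 2, where it was picked, with 18 genes lower past the threshold of limma. Its median at day 5 was −0.42, with 14 of 22 genes lower (camera adjusted p = 0.0153). By fry the adjusted p at day 5 was 0.158. The feeders were fibroblasts, which express collagens. The summed normalized counts of the Y-linked genes, which male feeders carry, were 125 and 223 in the 2 IFNγ-treated libraries of day 2, of which the first was below both control libraries.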

Integrin-mediated cell adhesion has been shown to have an impact in colony number in reprogramming (*43*). Thus, the decreased expression of focal adhesion genes, together with the increased apoptosis observed upon IFNγ treatment (fig. S2A), could explain the lower colony number in the IFNγ-treated samples (Fig. 2B).

Next, we compared the transcriptome of day 7 IFNγ-treated X-GFP–negative, X-GFP–medium, and X-GFP–high populations with their respective untreated controls. Pairwise comparisons between these populations showed very similar results (Fig. 3, G to I; fig. S5, I to K; and table S3). 

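The log2 fold changes of IFNγ-treated over control cells were compared across genes between the day 7 populations, whose libraries are all distinct. Spearman's rho was 0.795 over 15068 genes between X-GFP–negative and X-GFP–medium cells, 0.682 over 14776 genes between X-GFP–negative and X-GFP–high cells, and 0.773 over 15156 genes between X-GFP–medium and X-GFP–high cells. The changes had the same direction for 81.6, 76.5 and 80.8% of these genes. These 3 relations were the only ones computed between the effects of IFNγ in different populations. They run across genes, which are not independent replicates, and no p is given. Without the filter on low values, which added genes with few reads, the 3 correlations fell to 0.584, 0.473 and 0.543. Genes past the threshold of limma in opposite directions in any pair of day 7 populations numbered 384. By the interaction test of limma, the effect of IFNγ differed between X-GFP–medium and X-GFP–negative cells for 2449 of 15627 genes, and between X-GFP–high and X-GFP–medium cells for 1995 of 15623.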

In all cases, the early treatment with IFNγ showed an up-regulation of proliferation pathways (mRNA processing, G_1_ to S cell cycle control), metabolism-related pathways, and the pluripotency network, including genes such as *Nanog* and *Zfp42/Rex1* (Fig. 3, G and H, and fig. S5, I and J). 

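Nanog (ENSMUSG00000012396, chromosome 6 from 122707489 to 122714633) had log2 fold changes of 0.34 (standard error 0.07, limma adjusted p = 0.00377) in X-GFP–negative, 0.39 (standard error 0.06, limma adjusted p = 0.000292) in X-GFP–medium and 0.26 (standard error 0.07, limma adjusted p = 0.014) in X-GFP–high cells. Zfp42 (ENSMUSG00000051176, chromosome 8 from 43295063 to 43306980) had log2 fold changes of 0.85 (standard error 0.12, limma adjusted p = 0.000425), 1.16 (standard error 0.08, limma adjusted p = 2.51e-06) and 0.52 (standard error 0.10, limma adjusted p = 0.00204) in the same order. Both IFNγ-treated libraries were above both control libraries in each population for both genes. With all 24 libraries in 1 fit, Nanog stayed past the threshold in each population and Zfp42 in X-GFP–medium cells alone. The mRNA processing, cell cycle and metabolism terms were not analysed here.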

Other genes found to be up-regulated in the IFNγ-treated iPSCs were the genes involved in DNA demethylation *Tet1* and *Gadd45a* (Fig. 3G and fig. S5I), as also observed at day 5 (fig. S5F). In addition, in the X-GFP–negative and X-GFP–medium populations, several genes belonging to the LIF-STAT3 pathway were found to be up-regulated, such as *Il6st*, *Lifr*, and *Stat3* (Fig. 3G and fig. S5I), consistent with the results of day 2 (Fig. 3D). 

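Tet1 had log2 fold changes of 0.89 (standard error 0.10, limma adjusted p = 8.15e-05) in X-GFP–negative, 1.10 (standard error 0.07, limma adjusted p = 1.54e-06) in X-GFP–medium and 0.49 (standard error 0.12, limma adjusted p = 0.00917) in X-GFP–high cells. The last was not past the threshold without the filter on low values or with DESeq2. With 1 library left out, it ranged from 0.253 to 0.736. Gadd45a had log2 fold changes of 0.10 (standard error 0.12, limma adjusted p = 0.505) in X-GFP–negative, 0.30 (standard error 0.10, limma adjusted p = 0.0275) in X-GFP–medium and 0.59 (standard error 0.09, limma adjusted p = 0.00059) in X-GFP–high cells. Its libraries in X-GFP–negative cells overlapped between the groups, and the value changed sign without control replicate 2 (−0.04) or without IFNγ-treated replicate 1 (−0.03). With the values rescaled to the same total, Gadd45a was past the threshold in X-GFP–negative cells. The call of Gadd45a in X-GFP–medium cells was not made with all 24 libraries in 1 fit or with DESeq2. With 1 library left out, its log2 fold change there ranged from 0.167 to 0.431.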

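Il6st had log2 fold changes of 0.59 (standard error 0.06, limma adjusted p = 6.27e-05) in X-GFP–negative and 0.64 (standard error 0.06, limma adjusted p = 1.28e-05) in X-GFP–medium cells, and of 0.10 (standard error 0.07, limma adjusted p = 0.338) in X-GFP–high cells. For Lifr they were 1.42 (standard error 0.09, limma adjusted p = 4.1e-06), 1.26 (standard error 0.06, limma adjusted p = 4.24e-07) and 0.41 (standard error 0.07, limma adjusted p = 0.000753) in the same order. Lifr was thus past the threshold in all 3 populations. For Stat3 they were 0.13 (standard error 0.06, limma adjusted p = 0.126) in X-GFP–negative, 0.25 (standard error 0.06, limma adjusted p = 0.00402) in X-GFP–medium and −0.03 (standard error 0.07, limma adjusted p = 0.82) in X-GFP–high cells. With the values rescaled to the same total Stat3 was past the threshold in X-GFP–negative cells, and its value in X-GFP–high cells changed sign, to 0.03, without IFNγ-treated replicate 2. The effect in X-GFP–high cells differed from that in X-GFP–medium cells by −0.28 (limma adjusted p = 0.0705) for Stat3, −0.85 (limma adjusted p = 0.00271) for Lifr and −0.55 (limma adjusted p = 0.00696) for Il6st, on the log2 scale. Between X-GFP–medium and X-GFP–negative cells the effect differed for 0 of the 3 genes (also 0 at an unadjusted p under 0.05).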

Among the common down-regulated pathways in the IFNγ-treated day 7 iPSCs, we found the epidermal growth factor receptor 1 (EGFR1) signaling and MAPK pathways (that are linked to differentiation) (*65*, *66*), inflammation pathways (IL-1 and IL-2), and also focal adhesion (Fig. 3I and fig. S5K), consistent with our previous results on days 2 and 5. 

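Of the genes of these pathways that the study shows, Itgb1 (ENSMUSG00000025809, chromosome 8 from 128685654 to 128733200) had log2 fold changes of −0.71 (standard error 0.05, limma adjusted p = 1.15e-05) in X-GFP–negative, −1.07 (standard error 0.07, limma adjusted p = 1.77e-06) in X-GFP–medium and −0.78 (standard error 0.08, limma adjusted p = 2.57e-05) in X-GFP–high cells. Itgb4 (ENSMUSG00000020758, chromosome 11 from 115974709 to 116008412) had −1.78 (limma adjusted p = 4.7e-07), −2.01 (limma adjusted p = 4.22e-07) and −2.22 (limma adjusted p = 2.35e-07) in the same order. For Col4a6 (ENSMUSG00000031273, chromosome X from 141165403 to 141474076) the log2 fold changes were −0.60 (limma adjusted p = 0.0105), −2.57 (limma adjusted p = 3.7e-05) and −2.01 (limma adjusted p = 0.00619), the first of which was not past the threshold with all 24 libraries in 1 fit. Among the MAPK genes, Mapk3 (ENSMUSG00000063065, chromosome 7 from 126759601 to 126765819) had log2 fold changes of −0.57 (limma adjusted p = 0.000166), −0.76 (limma adjusted p = 3.84e-05) and −0.78 (limma adjusted p = 0.000135), and Mapk6 (ENSMUSG00000042688, chromosome 9 from 75369062 to 75410005) of −0.68 (limma adjusted p = 3.6e-05), −0.48 (limma adjusted p = 0.000142) and −0.22 (limma adjusted p = 0.028). The focal adhesion list taken from the day 2 genes had a median log2 fold change of −0.14 in X-GFP–negative cells (camera adjusted p = 0.346), −0.38 in X-GFP–medium cells (camera adjusted p = 0.0581) and −0.14 in X-GFP–high cells (camera adjusted p = 0.0418). Of its 21 tested genes, 13, 14 and 13 were lower in direction. In the same order, 9, 12 and 9 were lower and 5, 5 and 2 higher past the threshold of limma. The call in X-GFP–negative cells was made by fry. With the values rescaled to the same total, the median in X-GFP–negative cells was 0.0154, with 12 genes higher and 9 lower. Of the 4 focal adhesion genes named at day 2, Itga9, Col1a1, Col3a1 and Col5a1, 2 were lower past the threshold of limma in X-GFP–negative cells, 3 in X-GFP–medium cells, where Col3a1 was higher, and 0 in X-GFP–high cells (also 0 at an unadjusted p under 0.05). The EGFR1, IL-1 and IL-2 terms were not analysed here.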

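Of 59 genes listed, those that the paper names for its transcriptomic data and others of the X-inactivation center, 58 were found among the normalized counts. At day 2, 12 of the 52 that could be tested were past the threshold of limma over all genes tested, and 17 when adjusted over the list alone. The numbers at day 5 were 5 of 56, and 20 when adjusted over the list alone. At day 7 they were 42 of 55 in X-GFP–negative cells (42 over the list alone), 50 of 55 in X-GFP–medium cells (50 over the list alone) and 31 of 55 in X-GFP–high cells (35 over the list alone). The study chose the genes that it names on the same samples, so the second counts are not independent evidence. From the higher expression of naive pluripotency genes and the position of the day 7 cells in the PCA, the paper reasons that reprogramming was more advanced with IFNγ.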

Overall, our transcriptomic analysis revealed that IFNγ early treatment accelerated the reprogramming process, as reflected by increased expression of STAT3-, DNA demethylation–, and pluripotency-related genes.

### IFNγ treatment during reprogramming enhances JAK-STAT3 signaling, pluripotency gene expression, and X-chromosome reactivation

To explore if the increased expression of LIF-STAT3 signaling–related genes (Fig. 3, B to D) correlated with a higher activation of the pathway, we determined the levels of phosphorylated (Tyr^705^) STAT3 protein by immunofluorescence in control and IFNγ-treated cells at day 2 of reprogramming (Fig. 4A). Although we observed nuclear staining of phospho-STAT3 in the control samples, the signal was more intense in the IFNγ-treated cells, indicating a higher activation of the pathway upon IFNγ treatment. We confirmed this quantitatively by Western blot, which showed increased levels of both total (2.52 ± 0.6–fold) and phospho-STAT3 (2.79 ± 1.7–fold) in the IFNγ-treated day 2 reprogramming cells compared to the control (Fig. 4B). However, this effect was no longer observed in IFNγ-treated day 5 iPSCs (Fig. 4B), indicating that IFNγ-mediated increase of JAK-STAT3 signaling activation occurs only transiently early during reprogramming. To examine if IFNγ signaling enhances X-reactivation via increasing STAT3 expression, we generated doxycycline-inducible *Stat3*-*BFP* overexpression ESC pools with medium or high expression of the transgene after 48 hours of doxycycline treatment (Fig. 4C). We confirmed STAT3 overexpression at medium and high levels in ESCs by Western blot (Fig. 4D). Then, we treated NPCs differentiated from parental and STAT3 [blue fluorescent protein (BFP)] medium and high cells with doxycycline to induce the expression of the reprogramming cassette and the *Stat3*-*BFP* transgene, in the presence or absence of IFNγ (day 0 to 5), and analyzed colony number (fig. S6A) and X-GFP reactivation from (BFP^+^) SSEA1^+^ cells by flow cytometry at day 7 of reprogramming (Fig. 4E). IFNγ treatment led to reduced colony numbers both with and without induction of the STAT3 transgene. On the other hand, STAT3 overexpression resulted in increased levels of X-GFP reactivation compared to the parental control, which were not further enhanced upon IFNγ treatment. We also wanted to test the effect of IFNγ during reprogramming of *Stat3*^−/−^ NPCs, although these could not be obtained due to precocious differentiation of the *Stat3*^−/−^ ESCs (fig. S7). In summary, the fact that IFNγ did not further enhance X-GFP reactivation upon STAT3 overexpression suggests that STAT3 is a downstream mediator of IFNγ signaling in this context.

**Fig. 4.**
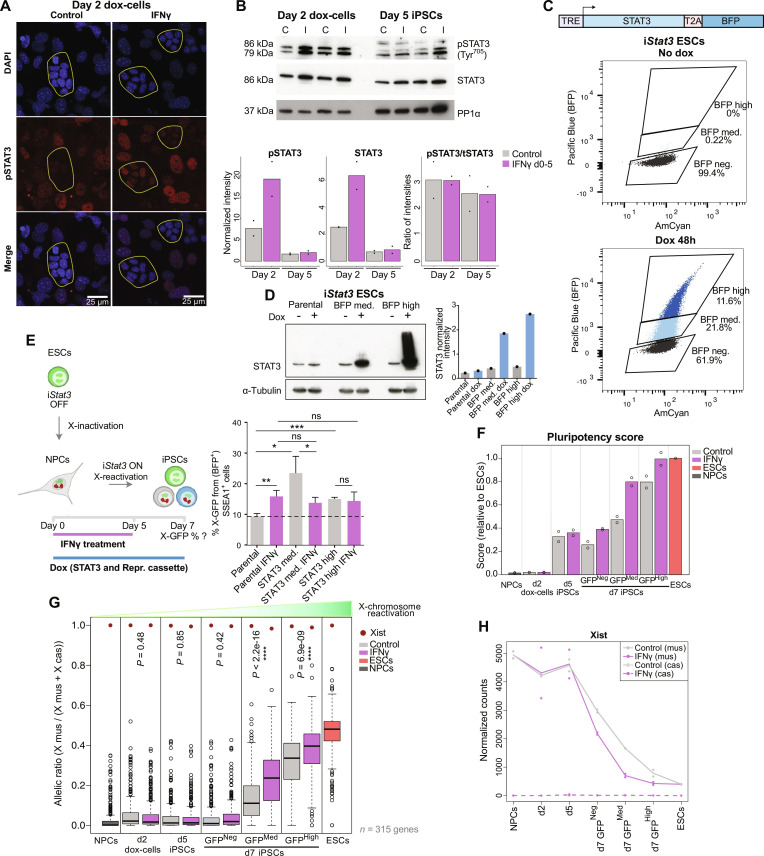
IFNγ treatment during reprogramming enhances JAK-STAT3 signaling, pluripotency gene expression, and X-reactivation. (**A**) Immunofluorescence of pSTAT3 (Tyr^705^) on day 2 doxycycline (dox)–treated cells ± IFNγ. Scale bar, 25 μm. Z projections of maximum intensity from six stacks are shown for all channels. Outlines highlight colonies of cells undergoing reprogramming (smaller nuclei, tight aggregation). (**B**) Western blotting of STAT3 and pSTAT3 (Tyr^705^) on days 2 and 5 of reprogramming ± IFNγ (C, control; I, IFNγ; loading control: PP1α). Normalized intensities to loading control for pSTAT3 and total STAT3, and pSTAT3/total STAT3 intensity ratios are shown. (**C**) STAT3 overexpression construct design and flow cytometry plots showing STAT3-BFP activation in untreated and 48-hour doxycycline–treated ESCs. (**D**) Western blotting of STAT3 in parental and STAT3-BFP–medium/high ESC sorted populations after 48 hours of doxycycline treatment, and intensities normalized to loading control (α-tubulin). (**E**) NPCs derived from parental, BFP-medium, and BFP-high ESCs (7 days of doxycycline withdrawal) were reprogrammed (± IFNγ day 0 to 5). Flow cytometry analysis of X-GFP expression [from (BFP^+^) SSEA1^+^ cells] was performed on day 7 of reprogramming (*n* = 3 technical replicates). Statistics (unpaired t tests): *P < 0.05; **P < 0.01; ***P < 0.001. Error bars represent SD. (**F**) Pluripotency score (relative to ESCs) in the two RNA-seq replicates during reprogramming, calculated from the expression levels of *Nanog*, *Zfp42/Rex1*, *Dppa4*, *Dppa5a*, *Esrrb*, *Prdm14*, and *Sall4*. (**G**) Allelic ratio of 315 genes expressed from X cas on NPCs, ESCs, and day 2, day 5, and day 7 reprogramming populations ± IFNγ treatment. Statistics (unpaired *t* tests): not specified = nonsignificant; ****P < 0.0001. (**H**) Expression (normalized counts) of *Xist* from X mus and X cas in NPCs, ESCs, and day 2, day 5, and day 7 reprogramming populations ± IFNγ treatment (two RNA-seq replicates shown).

To further characterize the effect of IFNγ on reprogramming speed, we next calculated a pluripotency score based on the mRNA expression of selected naive pluripotency genes for each time point in control and IFNγ-treated iPSCs (Fig. 4F). This score was higher in all day 7 IFNγ-treated iPSCs (X-GFP–negative, X-GFP–medium, and X-GFP–high) compared to their control counterparts. 

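The study normalized the 7 pluripotency genes to their expression in the ESCs. Here the score was the mean over these genes of the normalized count relative to that of the ESC library of the same replicate number, so that ESCs have a score of 1. In X-GFP–negative cells it was 0.257 ± 0.0394 (SD, n = 2) in the control and 0.390 ± 0.00906 (SD, n = 2) with IFNγ, in X-GFP–medium cells 0.473 ± 0.0376 (SD, n = 2) in the control and 0.798 ± 0.0494 (SD, n = 2) with IFNγ, and in X-GFP–high cells 0.796 ± 0.0730 (SD, n = 2) in the control and 0.995 ± 0.0777 (SD, n = 2) with IFNγ. The differences were 0.133, 0.325 and 0.198, against pooled SDs of 0.0286, 0.0439 and 0.0754. In each population both IFNγ-treated libraries were above both control libraries, and all 7 genes were higher on average. As a mean, the score does not show that each gene was near its ESC level. In IFNγ-treated X-GFP–medium cells, the means of Dppa4 and Sall4 were above those of ESCs. Those of Nanog, Zfp42, Dppa5a, Esrrb and Prdm14 were below. NPCs had a score of 0.0148 ± 0.00308 (SD, n = 2). At day 2 the score was 0.0190 ± 0.00141 (SD, n = 2) in the control and 0.0198 ± 0.00222 (SD, n = 2) with IFNγ. The difference of 0.000837 was below the pooled SD of 0.00186, and without replicate 1 or 2 it ranged from −0.00174 to 0.00341. At day 5 it was 0.327 ± 0.0615 (SD, n = 2) in the control and 0.360 ± 0.0342 (SD, n = 2) with IFNγ, and the libraries overlapped. The difference of 0.0322 was below the pooled SD of 0.0498, and it was 0.0129 without replicate 1 and 0.0516 without replicate 2. Of the alternatives, the median in place of the mean of the genes moved the score most in X-GFP–negative cells, to a difference of 0.0560. For X-GFP–medium cells, leaving out Dppa4, the gene with the largest difference, moved it most, to 0.230.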

As pluripotency acquisition is linked to X-chromosome reactivation during reprogramming, we analyzed the level of X-chromosome reactivation based on X-linked gene expression in each of the populations. 

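The allelic ratio of X-linked genes was taken from the proportions that the authors computed from reads over positions at which the M. musculus and M. castaneus alleles differ. These proportions, between 0 and 1, were given for 316 genes, Xist among them, and the 315 others were used here. There was 1 column per population, so these values have no replicates and no error between libraries could be computed. The number of allele-specific reads behind each proportion is unknown, so no confidence interval was attached to a single gene. The median X mus proportion over the 315 genes was 0.480 in ESCs and 0.00106 in NPCs. It was 0.0210 in control and 0.0161 in IFNγ-treated cells at day 2, and 0.0116 and 0.0124 at day 5. In NPCs, 295 genes had a proportion of at most 0.135, and 20 were above it. Of the 315 genes, 255 had at least 100 normalized counts in every library of the RNA-seq data.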

For this, we calculated the allelic ratio [X mus/(X mus + X cas)] reflecting the proportion of reads from the X mus chromosome in NPCs, day 2, day 5, and day 7 cells undergoing reprogramming, and ESCs (Fig. 4G). When comparing the allelic ratio of IFNγ-treated cells to their control counterparts, we observed a significantly increased X mus proportion in IFNγ-treated iPSCs on day 7, when they undergo X-GFP reactivation. These results showed that not only X-GFP reactivation is more efficient (Fig. 2, C to E) but also endogenous chromosome-wide X-linked gene reactivation is more advanced upon early activation of the IFNγ pathway. 

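In X-GFP–medium cells at day 7, the median X mus proportion was 0.110 in the control and 0.236 with IFNγ. The difference of the medians was 0.126 (95% bootstrap interval over genes 0.108 to 0.139), and 294 of the 315 genes were higher and 15 lower with IFNγ. In X-GFP–high cells the medians were 0.335 and 0.396, a difference of 0.0604 (95% bootstrap interval over genes 0.0461 to 0.0745), with 272 genes higher and 42 lower. Genes with a proportion above 0.135 numbered 130 in control and 226 in IFNγ-treated X-GFP–medium cells, and 283 and 304 in X-GFP–high cells. These intervals run over genes in 1 column per population. They do not cover the variation between replicates, and genes are not replicates, so no p is given. The mean over genes in place of the median gave a difference of 0.0963 in X-GFP–medium cells. From the X mus proportion of IFNγ-treated cells at day 7, the paper concludes that the chromosome-wide reactivation of endogenous X-linked genes was more advanced.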

Then, we analyzed the expression of genes from the X-inactivation center, a complex locus containing several coding and noncoding genes that control the expression of *Xist*, the master regulator of X-chromosome inactivation (Fig. 4H and fig. S6C) (*67*). 

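The total of Xist (ENSMUSG00000086503, chromosome X from 103460366 to 103483254) from both X chromosomes had log2 fold changes of −0.38 (standard error 0.06, limma adjusted p = 0.000577) in X-GFP–negative, −1.17 (standard error 0.06, limma adjusted p = 8.15e-07) in X-GFP–medium and −0.76 (standard error 0.12, limma adjusted p = 0.000523) in X-GFP–high cells. The normalized counts fell from 6029 ± 117 to 4638 ± 108, from 3601 ± 45.8 to 1600.0 ± 60.3, and from 1504 ± 209 to 888 ± 132 (SD, n = 2 each), in the same order. The X mus share of the allele-specific reads of Xist was between 0.983 and 0.9999 in every population, so that nearly all of the total came from X mus. Tsix (ENSMUSG00000085715, chromosome X from 103431517 to 103484957) is transcribed antisense across Xist and is truncated on X mus in the PaX line. It had log2 fold changes of 0.65 (standard error 0.19, limma adjusted p = 0.0162), 1.11 (standard error 0.13, limma adjusted p = 7.15e-05) and 0.73 (standard error 0.11, limma adjusted p = 0.000396). The libraries were stranded, but whether reads of the overlap were counted on the right gene was not tested. The call of Tsix in X-GFP–negative cells was not made with DESeq2. Of the other genes of the X-inactivation center, Chic1 (ENSMUSG00000031327, chromosome X from 103356476 to 103396092) had log2 fold changes of 0.58 (limma adjusted p = 0.00152) in X-GFP–medium and 0.43 (limma adjusted p = 0.00179) in X-GFP–high cells, and Rlim (ENSMUSG00000056537, chromosome X from 103957163 to 103981284) of 0.21 (limma adjusted p = 0.0115) and −0.11 (limma adjusted p = 0.234). Ftx (ENSMUSG00000086370, chromosome X from 103560907 to 103623790) had 0.22 (limma adjusted p = 0.0919) in X-GFP–negative and 0.38 (limma adjusted p = 0.0141) in X-GFP–medium cells, the first not being past the threshold without the filter on low values, with all 24 libraries in 1 fit or with DESeq2. Tsx (ENSMUSG00000031329, chromosome X from 103414467 to 103424580) had 0.66 (limma adjusted p = 0.0513) and 0.64 (limma adjusted p = 0.0117) in X-GFP–medium and X-GFP–high cells, the first not past the threshold without the filter on low values or with DESeq2 and the second not with all 24 libraries in 1 fit. In X-GFP–negative cells the log2 fold changes of Rlim, Chic1 and Tsx were negative and not past the threshold, and those of all 3 were positive with the values rescaled to the same total. Cdx4 had too few reads to be tested, and Jpx was not used here. The values of these genes are totals over both X chromosomes. For comparison, the X-linked genes of the allelic analysis had a median log2 fold change of 0.19 in X-GFP–medium cells.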

We observed that *Xist* expression from the X mus chromosome was consistently lower in the IFNγ-treated cells in the X-GFP–negative, X-GFP–medium, and X-GFP–high populations at day 7, in comparison to the control (Fig. 4H), while the expression of *Xist* regulators at the X-inactivation center did not show clear changes (fig. S6C). Therefore, it is likely that the accelerated expression of naive pluripotency genes such as *Prdm14* and *Nanog* (Fig. 3B and figs. S5D and S6, D to G), which are known to repress *Xist* (*13*, *15*), contribute to the more efficient and advanced X-chromosome reactivation induced by IFNγ, rather than the *Xist* regulators at the X-inactivation center. *Xist* down-regulation in the IFNγ-treated day 7 X-GFP^−^ iPSCs (Fig. 4H) was not sufficient to induce a higher X mus proportion in this cell population (Fig. 4G). This could be due to either the not yet complete *Xist* down-regulation or the presence of additional mechanisms that maintain the X chromosome in an inactive state, such as DNA methylation, histone methylation, or deacetylation, in day 7 X-GFP^−^ cells even after IFNγ-treatment (*23*, *25*, *62*, *68*). 

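In X-GFP–negative cells at day 7, the median X mus proportion was 0.00889 in the control and 0.0188 with IFNγ, a difference of 0.00991 (95% bootstrap interval over genes 0.00476 to 0.0131). Of the 315 genes, 195 were higher, 76 lower and 44 equal. The difference at day 2 went the other way, with −0.00485 (95% bootstrap interval over genes −0.00790 to −0.000530), and 104 genes were higher and 181 lower. Both day 7 medians were far below the ESC median. Genes with a proportion above 0.135 numbered 26 in the control and 27 with IFNγ. With 1 column per population, a difference of this size cannot be set against the variation between replicates.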

We confirmed a faster loss of the Xist cloud in the IFNγ-treated X-GFP^−^ cells at day 7 of reprogramming compared to the control by RNA-FISH (fluorescence in situ hybridization) (17% and 49.8% of cells maintained the Xist cloud in the IFNγ condition and control, respectively) (fig. S8A). However, a large proportion of these cells still maintained the H3K27me3 spot (46.4% of X-GFP^−^ IFNγ-treated cells and 60.7% of X-GFP^−^ control cells) (fig. S8B) and equal levels of 5mC on the X chromosome were detected when comparing IFNγ-treated to control X-GFP^−^ cells in any of the genomic regions analyzed (promoters, gene bodies, and distal regions) (fig. S8, C and D). This indicates that, despite *Xist* down-regulation (Fig. 4H), X-chromosomal gene silencing in day 7 IFNγ-treated X-GFP^−^ cells might be maintained by H3K27me3 and DNA methylation.

In summary, our data indicate that IFNγ treatment during reprogramming results in a higher activation of JAK-STAT3 signaling during early reprogramming, an increased expression of naive pluripotency genes, and accelerated X-chromosome reactivation.

### IFNγ treatment promotes TET-mediated DNA demethylation in cells undergoing reprogramming

Global DNA demethylation is a hallmark of reprogramming to pluripotency in particular in female cells (*69*, *70*), and demethylation of X-chromosomal gene promoters is a critical step required for X-reactivation, although the demethylation mechanism of the X chromosome during reprogramming remains elusive (*23*). To gain further insight, we took advantage of mouse methylation BeadChip arrays (*71*) to study genome-wide and X-chromosomal 5-methylcytosine (5mC) and 5-hydroxy-methylcytosine (5hmC) levels, as 5mC is converted into 5hmC during active DNA demethylation by TET enzymes (*72*). To assess the impact of IFNγ treatment (day 0 to 5) on DNA demethylation during reprogramming, we analyzed the levels of 5mC and 5hmC in day 5 SSEA1^+^ and day 7 SSEA1^+^ X-GFP^+^ iPSCs, which is before and during the occurrence of X-reactivation, respectively (Fig. 4, G and H).

We found that, in day 5 iPSC populations, IFNγ induced a general gain of the 5hmC mark on both autosomes and the X chromosome, globally and in all specific genomic regions analyzed (promoters, gene bodies, and distal regions) (Fig. 5, A and B), consistent with TET-mediated DNA demethylation promoted by IFNγ. However, this did not result in pronounced global differences in 5mC levels between control and IFNγ-treated iPSCs on day 5 (fig. S9, A and B). By contrast, in day 7 iPSCs, we observed a mild but significant 5hmC increase specifically on X chromosomes but not in autosomes (globally, in promoters, gene bodies, and distal regions) (fig. S9, C and D). Furthermore, we detected a global decrease of 5mC on day 7 IFNγ-treated iPSCs in all genomic regions analyzed (Fig. 5, C and D). The decrease in 5mC levels was stronger in X-chromosomal than in autosomal promoters. Together, these data suggest that IFNγ treatment early during reprogramming (day 0 to 5) results in enhanced DNA demethylation, indicated by increased 5hmC levels on day 5, and a subsequent more efficient loss of 5mC at day 7 in X-reactivating iPSCs, with the 5mC loss being predominant in X-chromosomal promoters.

**Fig. 5.**
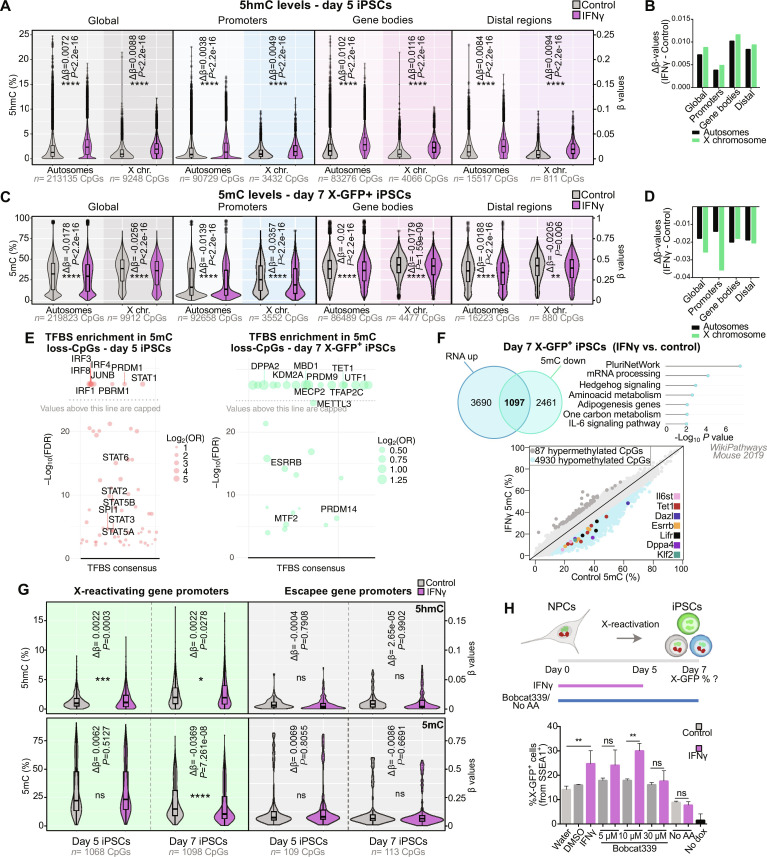
IFNγ promotes TET-mediated DNA demethylation during reprogramming. (**A** and **C**) Analysis of 5hmC in day 5 (A) or 5mC in day 7 X-GFP^+^ cells (C) (β values) of CpGs in autosomes and X chromosome for control and IFNγ (day 0 to 5) conditions, globally, in promoters (≤1 kb from transcription start site), gene bodies, and distal regions. Δβ-values (mean β-value IFNγ − mean β-value control) and *P* values (IFNγ versus control) are shown in the graphs. Statistics (unpaired *t* tests): **P < 0.01; ****P < 0.0001. (**B** and **D**) Δβ-values for 5hmC in day 5 [(B), corresponding to analysis in (A)] and 5mC in day 7 X-GFP^+^ [(D), corresponding to analysis in (C)] iPSCs. (**E**) TFBS enrichment analysis on IFNγ-5mC–hypomethylated CpGs [DMPs, logFC < (−0.1), *P* < 0.01] in day 5 (*n* = 360 CpGs) and day 7 X-GFP^+^ (*n* = 10,023 CpGs) iPSCs. −Log_10_(false discovery rate) capped values are above 25. (**F**) Venn diagram for up-regulated genes in the RNA-seq on IFNγ X-GFP^+^ day 7 iPSCs (*n* = 4787 genes) and genes associated with IFNγ-5mC–hypomethylated promoter CpGs [logFC < (−0.1), *P* < 0.01] (*n* = 3558 genes, 4930 CpGs), and pathway enrichment of common genes. Scatterplot representing 5mC levels from promoter CpGs in day 7 IFNγ versus control iPSCs [hypermethylated (dark gray) and hypomethylated (light blue) CpGs are shown, highlighting pluripotency genes with hypomethylated CpGs]. (**G**) Analysis of 5mC and 5hmC in X-reactivating (X-allelic ratio ≤ 0.135 in NPCs, *n* = 216 genes, 1068 to 1098 CpGs) and escapee (X-allelic ratio > 0.135 in NPCs, *n* = 20 genes, 109 to 113 CpGs) gene promoters in day 5 and 7 X-GFP^+^ iPSCs. Statistics (unpaired *t* tests): *P < 0.05; ***P < 0.001; ****P < 0.0001. (**H**) Treatment with IFNγ (day 0 to 5) was combined with addition of Bobcat339 or absence of ascorbic acid (AA) (day 0 to 7) during reprogramming. X-GFP expression was measured by flow cytometry at day 7 [*n* = 5 (control and IFNγ) and *n* = 3 (rest of conditions) technical replicates]. Statistics (unpaired t tests): **P < 0.01. Error bars represent SD.

Next, we analyzed transcription factor binding site (TFBS) enrichment (based on combined chromatin immunoprecipitation sequencing (ChIP-Seq) data from the Cistrome/ENCODE databases) in CpGs, which showed a loss of 5mC on both days 5 and 7 of reprogramming upon early IFNγ treatment (Fig. 5E). On day 5, we observed an enrichment of binding sites corresponding to STAT1 (and other proteins from the STAT family such as STAT2 and STAT3) and IRF transcription factors, in line with the ongoing IFNγ treatment. In day 7 X-GFP^+^ iPSCs treated with IFNγ, we found an enrichment of binding sites corresponding mostly to transcription factors related to pluripotency, such as DPPA2, TFAP2C, UTF1, ESRRB, and PRDM14, and epigenetic regulators (PRDM9, KDM2A, MBD1, TET1, MECP2, METTL3, and MTF2). TET1, likely recruited indirectly by pluripotency factors (*73*, *74*), appeared to be highly enriched in hypomethylated CpGs. Of note, TET1 oxidizes 5mC, leading to demethylation of DNA and showed increased expression upon IFNγ treatment in our RNA-sequencing (RNA-seq) dataset (Fig. 3C). In addition, we explored the overlap of the promoter CpGs that lost 5mC in IFNγ-treated day 7 X-GFP^+^ iPSCs with the genes gaining expression upon IFNγ treatment in the day 7 X-GFP^+^ populations (Fig. 5F). 

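With limma at an adjusted p under 0.1, 5717 genes were higher with IFNγ in X-GFP–medium or X-GFP–high cells at day 7, and 2306 were higher in both. Of the genes that the study shows for this overlap, Dazl (ENSMUSG00000010592, chromosome 17 from 50279395 to 50293636) had 202 ± 7.69 normalized counts in the control and 515 ± 89.1 with IFNγ in X-GFP–medium cells (SD, n = 2 each), a log2 fold change of 1.33 (standard error 0.13, limma adjusted p = 2.47e-05). In X-GFP–high cells its log2 fold change was 0.57 (standard error 0.10, limma adjusted p = 0.00114), which was not past the threshold with all 24 libraries in 1 fit. Klf2 (ENSMUSG00000055148, chromosome 8 from 72319033 to 72321656) had 1638 ± 33.6 and 3131 ± 116 normalized counts in X-GFP–medium cells (SD, n = 2 each), a log2 fold change of 0.93 (standard error 0.06, limma adjusted p = 2.22e-06). In X-GFP–high cells its log2 fold change was 0.11 (standard error 0.07, limma adjusted p = 0.265), which was not past the threshold. The methylation data were not analysed here.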

In total, up to 1097 common genes were found to lose 5mC in their promoter region and gain expression in this comparison. These genes were enriched in pathways such as the pluripotency network (*Tet1*, *Il6st*, *Dazl*, *Klf2*, *Esrrb*, *Lifr*, and *Dppa4*), mRNA processing, metabolism, and IL-6 signaling.

We then focused on the DNA methylation differences occurring on the X chromosome by analyzing the levels of 5hmC and 5mC in promoters of X-linked genes undergoing reactivation and in escapee genes, which are always active on the silenced X chromosome in differentiated cells (Fig. 5G). While we detected no changes for 5hmC or 5mC levels in escapee gene promoters, X-reactivating gene promoters showed a slight increase in 5hmC abundance in day 5 IFNγ-treated iPSCs, in line with the decreased levels of 5mC in day 7 X-GFP^+^ IFNγ-treated iPSCs. This increase in 5hmC and decrease in 5mC in X-reactivating gene promoters occurred specifically at X-linked genes that get reactivated later during reprogramming (“main”) (fig. S9F) (*24*). Of note, 468 of 470 differentially methylated X-chromosomal CpGs for 5mC showed a reduction in this mark (fig. S9G). Moreover, we performed allele-specific targeted amplicon sequencing (ASTA-Seq) of selected X-chromosomal loci in day 5 control and IFNγ-treated cells to quantify 5hmC and 5mC levels. For this, we selected single CpGs in promoters of X-reactivating genes (*Mtm1*, *Dlg3*, *Eda*, and *Zfp185*) found to be differentially (hydroxy)methylated in our DNA methylation arrays, and in promoters of two escapee genes (*Ddx3x* and *Eif2s3x*) as controls (fig. S10). As expected, escapee gene promoter CpGs displayed very low levels of 5mC and 5hmC (*75*). IFNγ treatment resulted in a gain of 5hmC in six of nine X-reactivating CpGs, either only on the inactive (four of six) or in both inactive and active X chromosomes (two of six). Moreover, IFNγ induced a reduction of 5mC levels on both X chromosomes in seven of nine X-reactivating CpGs. In line with the global DNA demethylation observed in our arrays (Fig. 5 and fig. S9), these results suggest that IFNγ is upstream of epigenetic reprogramming events that include X-chromosome reactivation.

TET enzymes play a key role in DNA demethylation (*72*) and are important for rewiring gene expression during pluripotency acquisition (*63*, *73*, *76*, *77*). As IFNγ treatment induces lower DNA methylation levels globally, and more pronouncedly on X-chromosomal promoters at day 7 of reprogramming, we wondered whether DNA demethylation catalyzed by TET enzymes was responsible for the higher efficiency in X-chromosome reactivation upon IFNγ treatment. To functionally test this hypothesis, we induced reprogramming with or without ascorbic acid/vitamin C (cofactor enhancing TET enzyme activity and thereby iPSC reprogramming) (*78*–*80*) and with or without Bobcat339 (a TET inhibitor) (*81*), and we analyzed the levels of X-GFP reactivation by flow cytometry on day 7 of reprogramming (Fig. 5H). In the presence of ascorbic acid, IFNγ induced a higher percentage of X-GFP in comparison to the no IFNγ control condition (*P* = 0.0026), consistent with our previous experiments (Fig. 2, C to E). Without addition of IFNγ, the X-GFP percentage did not change upon Bobcat339 treatment, suggesting that in control conditions, TET enzymes might be dispensable for X-GFP reactivation. While the addition of IFNγ together with low concentrations of Bobcat339 still induced a trend or significant increase in X-GFP percentage (5 μM: *P* = 0.16, 10 μM: *P* = 0.0026), this increase was no longer observed in the combination of IFNγ with a higher concentration of Bobcat339 (30 μM) (*P* = 0.92), nor in the absence of ascorbic acid (*P* = 0.27). These dose-dependent results are in line with the median inhibitory concentration (IC_50_) of Bobcat339 (33 and 73 μM for TET1 and TET2, respectively) (*81*). This shows that, upon TET inhibition by Bobcat339 or by the absence of the TET-cofactor ascorbic acid, IFNγ treatment loses its ability to enhance X-chromosome reactivation. As our gene expression analysis showed elevated *Tet1* levels upon IFNγ treatment on days 5 and 7 of reprogramming (Fig. 3, B, C, and G, and fig. S5, F and I), we generated *Tet1*^−/−^ ESCs and induced reprogramming after NPC differentiation (fig. S11, A to D). We observed that IFNγ treatment resulted in a 2.3 ± 0.77–fold increase in X-GFP percentage in *Tet1*^−/−^ cells, similarly as in the parental cells and scrambled gRNA controls (fig. S11D). This could be due to compensation by TET2, which is also expressed at this time of reprogramming (fig. S11E), since such a compensatory activity has previously been shown during iPSC reprogramming (*77*). Overall, this suggests that the enhancing effect of IFNγ on X-reactivation might be linked to the catalytic activity of TET enzymes (but not TET1 alone), indicating a potential mechanism of action.

## DISCUSSION

Here, we performed a genome-wide CRISPR KO screen to identify genes and pathways involved in pluripotency and X-chromosome reactivation, which revealed both activators and repressors of these processes. We uncovered a role of the IFNγ pathway, the early activation of which during NPC into iPSC reprogramming results in a reduced colony number, while accelerating pluripotency acquisition and enhancing X-chromosome reactivation later on.

The decreased colony number induced by early IFNγ treatment could be caused by a reduced expression of focal adhesion genes and increased apoptosis during the first 2 days of reprogramming. In line with this, IFNγ treatment has been previously reported to disrupt β1 integrin–mediated focal adhesions in intestinal epithelial cells (*82*). Moreover, ADAM (a disintegrin and metalloproteinase) proteins have been found to act as reprogramming barriers by antagonizing focal adhesion through inhibition of specific integrin dimers (*43*), indicating an important role of focal adhesion during reprogramming. On the other hand, the accelerated pluripotency acquisition upon early IFNγ treatment during iPSC induction could be related to the observed increased STAT3 activation. IFNγ has been reported to induce activation of the STAT3 protein (and not only its canonical target STAT1) (*83*). STAT3, which is activated by the LIF signaling pathway, plays a key role in self-renewal of pluripotent stem cells (*84*) and induces the expression of pluripotency genes by binding to their regulatory elements together with OCT4, SOX2, and NANOG (*85*). Therefore, the enhanced activation of STAT3 induced by IFNγ could result in the higher expression of the pluripotency network earlier as observed from day 5 onward, resulting in an acceleration of reprogramming. In line with this, a previous study demonstrated that constitutive activation of STAT3 induced a more efficient reprogramming, and inhibition of STAT3 signaling resulted in the absence of pluripotent colonies (*60*). In our study, we also demonstrated that STAT3 overexpression resulted in an increased X-GFP reactivation, which was not further enhanced when adding IFNγ, suggesting that IFNγ boosts X-reactivation through STAT3 signaling. Considering that IFNγ induces apoptosis and results in a lower colony number, a selection effect on cells undergoing reprogramming cannot be ruled out as a contributor to the enhanced pluripotency and X-reactivation observed upon treatment. However, in the context of STAT3 overexpression, IFNγ induced a lower colony number but did not enhance X-GFP reactivation, making a selection effect unlikely to be solely responsible for the observed phenotype.

Another mediator of IFNγ pathway activation to accelerated reprogramming and/or X-reactivation could be IRF1. Overexpression of this transcription factor in porcine embryonic fibroblasts has been found to increase the efficiency of reprogramming to iPSCs through higher activation of the LIF-STAT3 pathway (*86*). In our study, IFNγ-induced *Irf1* expression peaked on day 2 of reprogramming, which could contribute to an increased expression of the pluripotency network, directly or through an enhanced STAT3 activation. Furthermore, the IFNγ-mediated enhancement of X-reactivation efficiency was disrupted in *Irf1* KO cells. This shows that the increased and accelerated X-reactivation upon IFNγ pathway activation is, at least partially, dependent on IRF1.

The up-regulation of pluripotency network genes upon IFNγ treatment could also indirectly contribute to the observed enhanced X-chromosome reactivation. Pluripotency factors (e.g., OCT4, SOX2, NANOG, and PRDM14) act as *Xist* repressors directly by binding to its intron 1 (*13*, *15*, *87*, *88*) and indirectly by repressing the *Xist* activator *Rnf12/Rlim* (*14*, *15*) and by activating the *Xist* repressor *Tsix* (*87*, *89*). In our study, we observed a decreased *Xist* expression in IFNγ-treated cells on day 7 of reprogramming, which likely primed the cells for the enhanced X-reactivation. Even in day 7 X-GFP^−^ cells, *Xist* expression and X-chromosome coating were reduced after IFNγ treatment, but this was not sufficient to cause X-linked gene reactivation. This suggests the involvement of additional epigenetic silencing layers such as histone H3K27 methylation or DNA methylation of X-chromosomal promoters to be present, which need to be removed for X-reactivation to take place (*23*, *25*, *62*, *68*, *90*, *91*). We observed that day 7 IFNγ-treated X-GFP^−^ cells displayed similar X-chromosomal levels of DNA methylation than the control cells and still showed an H3K27me3 spot on the inactive X chromosome in a high proportion of cells, which could explain their maintained X-linked gene silencing.

DNA demethylation is a key step both for X-reactivation and for cellular reprogramming into iPSCs (*23*, *63*, *76*, *77*, *92*). Our DNA (hydroxy)methylation analyses revealed that IFNγ treatment induced increased levels of 5hmC on day 5 of reprogramming and decreased levels of 5mC at day 7 in cells undergoing X-reactivation. These results suggest that early treatment with IFNγ during reprogramming induces DNA demethylation, which was preferentially happening at promoters corresponding to and/or bound by pluripotency factors, reflecting an acceleration in reprogramming upon IFNγ treatment. The loss of 5mC levels was more pronounced in X-chromosomal than in autosomal promoters specifically at X-linked genes undergoing reactivation, while this effect was not observed in escapee gene promoters, which are always active including on the silent X chromosome. This is probably due to initially higher DNA methylation levels on the inactive X chromosome.

We found that IFNγ treatment induces the up-regulation of *Tet1* and *Gadd45a*, which are known to play important roles in DNA demethylation (*93*–*95*). The expression of these genes increased from day 5 of reprogramming onward, together with the up-regulation of the pluripotency network. Ten-eleven translocation (TET) enzymes (TET1, TET2, and TET3) oxidize 5mC into 5-hydroxymethylcytosine (5hmC) during DNA demethylation (*95*), and previous studies have demonstrated their importance in different reprogramming contexts. *Tet1* can replace *Oct4* in the OSKM reprogramming cocktail by demethylating and reactivating endogenous *Oct4* (*63*). Moreover, ablation of *Tet2* impaired iPSC generation from B cells (*77*) and MEFs (*76*), and TET1 and TET2 were shown to physically interact with NANOG and enhance neural stem cell into iPSC reprogramming (*73*). Here, we showed that in the presence of a TET inhibitor or in the absence of ascorbic acid [a TET cofactor that enhances TET activity (*79*, *96*) and is normally added to the medium in our reprogramming protocol], the IFNγ-driven effect on X-reactivation disappeared, suggesting that IFNγ-mediated epigenetic reprogramming on the X chromosome is related to TET activity. Although IFNγ treatment induced an up-regulation of *Tet1* expression from day 5 of reprogramming, even in the absence of TET1, addition of IFNγ still resulted in enhanced X-GFP reactivation levels, indicating that this mechanism is not only mediated by TET1. Alternatively, recruitment of TET enzymes by pluripotency factors such as NANOG and PRDM14 (*73*, *74*), which are up-regulated after IFNγ treatment, could mediate the enhanced DNA demethylation in our system. Our binding site analysis showed enrichment for pluripotency factors and TET1 in IFNγ-dependent hypomethylated CpGs. Of note, in line with a previous study in which *Tet1*, *Tet2*, and global 5hmC were reported to be dispensable for X-reactivation during reprogramming (*23*), we found that the use of the TET inhibitor did not result in a lower efficiency of X-reactivation in the absence of IFNγ treatment. This indicates that TET-mediated DNA demethylation is not needed for X-reactivation in a control reprogramming condition, but that enhanced demethylation after IFNγ treatment is TET dependent, boosting the efficiency and kinetics of the X-reactivation process. Furthermore, the absence of the TET-cofactor ascorbic acid during reprogramming decreased the efficiency of X-reactivation. This could be explained by the fact that ascorbic acid not only is a cofactor of TET enzymes but also induces H3K9me2 and H3K36me2/3 demethylation by enhancing the activity of histone demethylases (*97*, *98*). As these histone marks are erased during iPSC reprogramming (*97*, *99*, *100*), this might be the reason why the absence of ascorbic acid during reprogramming, but not the addition of the TET inhibitor, had a detrimental effect in X-reactivation efficiency in the absence of IFNγ treatment.

Overall, our study revealed the IFNγ pathway as a previously undescribed player in iPSC reprogramming and X-chromosome reactivation, and that early activation of the pathway results in accelerated reprogramming and enhanced X-reactivation in the NPC reprogramming system (Fig. 6). These findings provide mechanistic insight into the process of X-reactivation and have potential impact on the reprogramming field, with the possibility to improve the generation of iPSCs. A recent study demonstrated that IFNγ promotes stemness in cancer cells (*101*), supporting the idea that the IFNγ pathway might also be important for cellular dedifferentiation in other contexts, highlighting the broader relevance of our findings. Although our study has been performed in the mouse model system, the X-chromosome status has been shown to be a sensitive measure of stem cell quality and differentiation potential of human female pluripotent cells (*102*–*105*). Therefore, a comprehensive understanding of the mechanisms regulating the X-chromosome state in both mouse and human and its link to pluripotency will be needed to improve the generation of stem cell lines suitable for disease modeling and clinical applications.

**Fig. 6.**
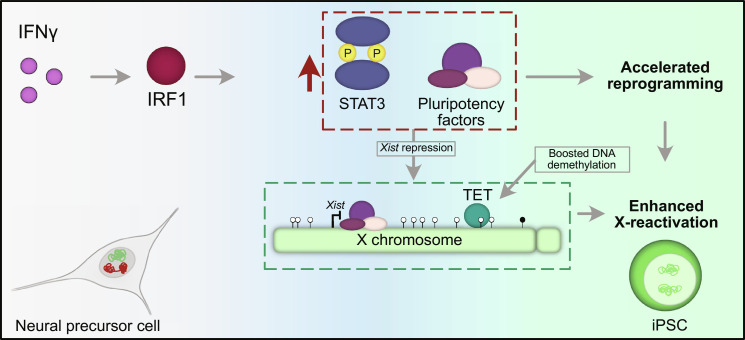
Model: Activation of the IFNγ pathway affects pluripotency acquisition and X-chromosome reactivation. The exposure to IFNγ in the early stages of NPC reprogramming into iPSCs induces the activation of IRF1 and a subsequent up-regulation and activation of STAT3 and the expression of pluripotency genes. This would lead to an accelerated reprogramming kinetics. Moreover, the higher expression of pluripotency factors would lead to *Xist* repression, and TET-mediated oxidation of methylated CpGs would enhance DNA demethylation globally and at X-chromosomal promoters of cells undergoing X-reactivation. This, together with the accelerated reprogramming, would explain the enhanced X-reactivation efficiency upon early IFNγ treatment during NPC reprogramming into iPSCs.

### Limitations of the study

X-chromosome reactivation is tightly linked to pluripotency. The expression of a robust pluripotency network is correlated with *Xist* repression (*13*, *106*). One important limitation of our CRISPR screen is that we did not identify genes or pathways playing a role exclusively in X-chromosome reactivation and not affecting pluripotency. Although the pluripotency reporter (P-RFP) from the PaX system (*24*) allows us to distinguish cells that only acquire late pluripotency from cells that also undergo X-reactivation, these populations were not included in the CRISPR screen due to the limited cell number showing these features and the high number of cells needed for the screen to maintain a faithful gRNA representation. Therefore, we could identify pathways playing a role in both late pluripotency acquisition and X-reactivation, but we were not able to find genes or pathways that would uncouple these two processes. However, the fact that very few cells reached late pluripotency without undergoing X-reactivation indicates how closely related these two processes are. Finally, IFNγ did not enhance X-reactivation efficiency in the broadly used MEF reprogramming system. However, IFNγ treatment during NPC differentiation delayed X-chromosome inactivation (opposite to its role in NPC reprogramming) and was shown to influence cell fate changes in other studies (*101*, *107*–*109*), indicating its relevance in several cellular contexts.

## MATERIALS AND METHODS

### Cell lines used

#### PaX cell line

As our starting cell line, we used the PaX (pluripotency and X-chromosome reporter) reprogramming system (*24*). The PaX system consists of a hybrid *M. musculus*/*M. castaneus* ESC line (*110*), in which the X-chromosome activity can be traced by the expression of an X-GFP reporter introduced into the *Hprt* locus of the *Musculus* X chromosome (X mus), which undergoes preferential inactivation when differentiated due to a truncation of the *Tsix* gene (*111*, *112*). This cell line also contains a Tet-On inducible *MKOS* (*cMyc*-*Klf4*-*Oct4*-*Sox2*) reprogramming cassette and a reverse tetracycline–controlled transactivator (rtTA) inserted into the *Sp3* locus that allow iPSC induction from differentiated cells upon treatment with doxycycline (*49*). Moreover, it contains a pluripotency reporter (*Nanog* promoter-RFP or P-RFP), allowing the identification of cells that achieve a late pluripotent state during reprogramming.

#### PaX-iCas9 cell line

For the generation of the PaX-*iCas9* cell line, 5 million PaX ESCs were nucleofected with 3 μg of the Piggybac TRE-Cas9 plasmid, which was a gift from M. Calabrese (Addgene, plasmid #126029) (*47*), and 3 μg of a transposase plasmid provided by M. Saitou (*113*). The Amaxa Mouse Embryonic Stem Cell Nucleofector Kit was used (Lonza, VPH-1001), program A-24. Two days after transfection, cells were selected with Hygromycin B Gold (200 μg/ml) (Ibian Technologies, ant-hg-1) for 13 days, changing medium every day. Cells were single cell–sorted by FACS using a BD FACSAria II and replated on 0.2% gelatin–coated 96-well plates in serum-LIF medium with Hygromycin B Gold (200 μg/ml). Colonies were expanded for 9 days and genotyped to detect the presence of the *Cas9* sequence. Genomic DNA (gDNA) was isolated from *iCas9*-transfected ESC clones [incubation at 55°C overnight with lysis buffer: 10% of 1 M tris-HCl (pH 8), 5 mM EDTA, 0.1% SDS, 0.2 M NaCl in milliQ water]. DNA was precipitated with isopropanol 1:1 and washed with EtOH 70%. The lysates were diluted 1:10 in water. For PCR amplification, a DreamTaq PCR Master Mix was used (Thermo Fisher Scientific, K1082). To functionally test the KO production efficiency of selected clones, a gRNA targeting *GFP* was cloned into a Lenti-guide puro plasmid [a gift from F. Zhang (Addgene plasmid #52963; http://n2t.net/addgene:52963; RRID:Addgene_52963)] (*114*). 293T cells were transfected with the plasmids pCMVR8.74 [a gift from D. Trono (Addgene plasmid #22036; http://n2t.net/addgene:22036; RRID:Addgene_22036)] and pCMV-VSV-G [a gift from B. Weinberg (Addgene plasmid #8454; http://n2t.net/addgene:8454; RRID:Addgene_8454)] (*115*) and the Lenti-guide puro-*GFP* gRNA plasmid. Viral harvesting and concentration was performed 48 hours after transfection using the Lenti X Concentrator (Clontech, 631231), following the manufacturer’s instructions. The PaX-*iCas9* ESC clones were infected with lentiviruses containing the *GFP* gRNA, and the virus was removed after 24 hours. Forty-eight hours after infection, ESC medium containing puromycin (2 μg/ml) (Ibian Technologies, ant-pr-1) was added to the cells. Cells were exposed to puromycin for 4 days, before treatment with doxycycline for 6 days and measuring the percentage of X-GFP^+^ cells by flow cytometry every day, using a BD LSRFortessa Cell Analyzer.

#### Stat1^−/−^, Irf1^−/−^, Tet1^−/−^, and Stat3^−/−^ cell lines

gRNA pairs targeting the *Stat1*, *Irf1*, *Tet1*, or *Stat3* genes, or a scrambled gRNA, were cloned into a Lenti-guide puro [a gift from F. Zhang (Addgene plasmid #52963; http://n2t.net/addgene:52963; RRID:Addgene_52963)] or Lenti-guide blast [a gift from B. Stringer (Addgene plasmid #104993; http://n2t.net/addgene:104993; RRID:Addgene_104993)] plasmids (*114*, *116*). 293T cells were thawed and maintained in DMEM (Thermo Fisher Scientific, 31966021) for 5 days. The day before transfection, 20 million 293T cells were seeded on one 150-mm plate per gRNA. The next day, 293T cells were transfected with 7.5 μg of the plasmid pCMVR8.74 [a gift from D. Trono (Addgene plasmid #22036; http://n2t.net/addgene:22036; RRID:Addgene_22036)], 3 μg of the plasmid pCMV-VSV-G [a gift from B. Weinberg (Addgene plasmid #8454; http://n2t.net/addgene:8454; RRID:Addgene_8454)] (*115*), and 10 μg of the Lenti-guide puro/blast-gRNA plasmid using PEI transfection reagent (1 mg/ml) (Tocris, 7854). Incubation with the transfection mix was done for 5 hours at 37°C, and the medium was replaced for 25 ml of viral harvest medium per 150-mm plate [DMEM with 30% fetal bovine serum (FBS) and penicillin/streptomycin (100 U/ml)]. Viral harvesting was performed 48 hours after transfection, followed by filtering with 0.45-μm polyethersulfone (PES) filters. Viruses were concentrated by using the Lenti X Concentrator (Clontech, 631231), following the manufacturer’s instructions. The PaX-*iCas9* ESC line was infected in suspension with lentiviruses containing the gRNA pairs and Polybrene (8 μg/ml) (Merck, TR-1003-G). Plates were centrifuged at 2250 rpm for 30 min after 6 hours of infection (when cells were already attached to the well surface), and virus was removed after 24 hours. Forty-eight hours after infection, ESC medium containing puromycin (2 μg/ml) (Ibian Technologies, ant-pr-1) and/or blasticidin (5 μg/ml) (Ibian Technologies, ant-bl-1) was added to the cells. Cells were exposed to puromycin for 4 days and to blasticidin for 6 days. For *Stat1*, *Irf1*, and *Tet1* KOs, cells were treated with doxycycline for 7 days, followed by single-cell sorting with a BD FACSAria II SORP cytometer, PCR screening of clones to detect the presence of gRNA pairs and Western blot to detect the absence of IRF1 or STAT1 protein, or PCR to detect the deletion and Sanger sequencing for *Tet1*^−/−^ clones. For *Stat3* KO pools, PCR screening of ESCs untreated with doxycycline allowed the selection of clones containing the gRNAs, which were further treated with doxycycline for 8 days for KO induction and finally validated by Western blot to detect the reduction of the STAT3 protein.

#### Stat3-BFP overexpression ESC pools

Gibson cloning (*117*) was used to generate a Lenti-i*Stat3-BFP* containing the TRE (doxycycline inducible) promoter followed by the *Stat3* mouse cDNA, a T2A, and a BFP sequence (available from Addgene, plasmid #216870, https://www.addgene.org/216870/). For this, DNA fragments were amplified by PCR: *Stat3* sequence from cDNA from mouse E14 cells, the backbone containing a TRE promoter and a WPRE sequence from the pLV-TRE plasmid (A.B. laboratory), and the T2A-BFP sequence from the pKLV-U6gRNA(BbsI)-PGKpuro2ABFP plasmid [a gift from K. Yusa (Addgene plasmid #50946; http://n2t.net/addgene:50946; RRID:Addgene_50946)] (*118*). PCR was performed using a PrimeStar HS DNA Polymerase (Takara, R010A), adapting the annealing temperatures and extension time following the manufacturer’s instructions. DNA fragments were assembled using a Gibson Assembly Master Mix (NEB, E2611). Virus was produced as described in the section above. The PaX-*iCas9* ESC line was infected with the i*Stat3-BFP* lentivirus in suspension with Polybrene (8 μg/ml) (Merck, TR-1003-G), followed by centrifugation of the plates at 2250 rpm for 30 min after 6 hours of infection (when cells were already attached to the well surface), and virus was removed after 24 hours. Cells were expanded and treated with doxycycline for 48 hours before sorting the BFP-medium and BFP-high cell pools with a BD FACSAria II SORP cytometer. These cells were expanded and passaged for a week without doxycycline in the medium to recover endogenous STAT3 levels and used for NPC differentiation and reprogramming.

### Primary cell derivation and animal husbandry

MEFs were obtained from male E12.5 and female E14.5 mouse embryos for feeder derivation and for MEF reprogramming, respectively [details in “Feeders (irradiated MEFs)” and “Reprogramming of MEFs into iPSCs” sections]. Mouse care and procedures were conducted according to the protocols approved by the Ethics Committee on Animal Research of the Parc de Recerca Biomedica de Barcelona (PRBB) and by the Departament de Territori i Sostenibilitat of the Generalitat de Catalunya (reference no. 10469).

### Feeders (irradiated MEFs)

MEFs from E12.5 male embryos were expanded for 10 days at 37°C with 5% CO_2_ and 5% O_2_ in DMEM (Thermo Fisher Scientific, 31966021) supplemented with 10% FBS (Thermo Fisher Scientific, 10270106), 25 mM Hepes (Thermo Fisher Scientific, 15630056), 1 mM sodium pyruvate (Thermo Fisher Scientific, 11360070), 1× MEM nonessential amino acids (NEAAs) (Thermo Fisher Scientific, 11140050), penicillin/streptomycin (50 U/ml) (Ibian Technologies, P06-07100), and 0.1 mM 2-mercaptoethanol (Thermo Fisher Scientific, 31350010) before γ-irradiation (30 kGy) for inactivation.

### ESC culture

Mouse ESCs were cultured at 37°C with 5% CO_2_ on 0.2% gelatin-coated plates in serum/LIF medium: DMEM (Thermo Fisher Scientific, 31966021) supplemented with 10% FBS (Embryonic Stem (ES) pre-tested, Capricorn, FBS-ES-12A), LIF (1000 U/ml) (ORF Genetics, 01-A1140-0100), 25 mM Hepes (Thermo Fisher Scientific, 15630056), 1 mM sodium pyruvate (Thermo Fisher Scientific, 11360070), 1× MEM NEAAs (Thermo Fisher Scientific, 11140050), penicillin/streptomycin (50 U/ml) (Ibian Technologies, P06-07100), and 0.1 mM 2-mercaptoethanol (Thermo Fisher Scientific, 31350010). The medium was changed every day. Passaging of cells was done using 0.05% trypsin-EDTA (Thermo Fisher Scientific, 25300054). PCR mycoplasma tests were performed monthly.

### NPC differentiation

NPC differentiation and reprogramming were done similarly as in (*24*). Mouse ESCs were thawed on serum/LIF medium 5 days before induction and passaged for 3 consecutive days onto 0.2% gelatin–coated plates at 1.75 × 10^5^ cells per cm^2^. The day of induction, the medium was changed to 2i/LIF: 50% Neurobasal medium (Thermo Fisher Scientific, 12348017), 50% DMEM F12 (Thermo Fisher Scientific, 21041025), 1× N2 (Thermo Fisher Scientific, 17502048), 1× B27 (Thermo Fisher Scientific, 12587001), 3 μM CHIR99021 (Sigma-Aldrich, SML1046), 0.4 μM PD0325901 (Selleck Chemicals, S1036), and LIF (1000 U/ml) (ORF Genetics, 01-A1140-0100). After 6 hours, cells were dissociated with Accutase (Merck Millipore, SF006) and plated on 0.2% gelatin–coated T75 flasks at a density of 6.67 × 10^3^ cells/cm^2^ in RHBA medium (Takara Bio, Y40001). The medium was changed every 2 days. From day 6, the medium was supplemented with EGF (10 ng/ml) (R&D Systems, 236-EG-200) and basic fibroblast growth factor (bFGF) (10 ng/ml) (Thermo Fisher Scientific, 13256029). From day 8 onward, the medium was also supplemented with 10 μM ROCK inhibitor (Selleck Chemicals, S1049). On day 9 of differentiation, cells were dissociated with Accutase (Merck Millipore, SF006) and incubated with anti-SSEA1 microbeads (Miltenyi Biotec, 130-094-530) at 4°C for 15 min. Magnetic-activated cell sorting (MACS) separation was performed to enrich for SSEA1^−^ cells. Staining with SSEA1 eFluor 660 antibody 1:50 (Thermo Fisher Scientific, 50-8813-42) was performed at 4°C for 15 min. A BD FACSAria II SORP was used to sort the SSEA1^−^, P-RFP^−^, X-GFP^−^ cells. Sorted cells (1.5 × 10^6^) were plated on a 0.2% gelatin–coated well of a six-well plate in RHBA supplemented with EGF, bFGF, and ROCK inhibitor. The medium was changed every day until day 12.

### Reprogramming of NPCs into iPSCs

At day 12 of NPC differentiation, the NPC differentiation medium (RHBA with EGF, bFGF, and ROCK inhibitor) was supplemented with l-ascorbic acid (25 mg/ml) (Sigma-Aldrich, A7506) and doxycycline (1 mg/ml) (Tocris, 4090/50). One day later, cells were dissociated with Accutase (Merck Millipore, SF006) and seeded at different densities depending on day of analysis (49,100 cells per cm^2^ for day 5, 12,300 cells per cm^2^ for day 7, and 2850 cells per cm^2^ for day 10) on top of male irradiated MEFs (feeders) on 0.2% gelatin–coated plates in iPSC medium: DMEM (Thermo Fisher Scientific, 31966021), 15% FBS (ES pre-tested, Capricorn, FBS-ES-12A), 25 mM Hepes (Thermo Fisher Scientific, 15630056), 1 mM sodium pyruvate (Thermo Fisher Scientific, 11360070), 1× MEM NEAAs (Thermo Fisher Scientific, 11140050), penicillin/streptomycin (50 U/ml) (Ibian Technologies, P06-07100), and 0.1 mM 2-mercaptoethanol (Thermo Fisher Scientific, 31350010), supplemented with LIF (1000 U/ml), l-ascorbic acid (25 mg/ml), and doxycycline (1 mg/ml). The medium was changed on days 3, 5, 7, 8, and 9.

### Lentiviral CRISPR KO screen

#### gRNA library amplification

The gRNA library used for the screening was the Mouse Improved Genome-wide KO CRISPR Library v2 (a gift from K. Yusa, Addgene, #67988) (*48*), with 90,230 gRNAs targeting 18,424 genes (average of 5 gRNAs per gene). NEB 10-beta Electrocompetent *Escherichia coli* (NEB, C3020K) were electroporated in five concomitant reactions [each reaction containing 20 μl of bacteria and 1 μl of the gRNA library (20 ng/μl)]. After electroporation, 1 ml of SOC recovery medium was added to each reaction and bacteria were incubated at 37°C for 1-hour shaking. Bacteria were then grown overnight at 37°C shaking in 1 liter of 2xTY [NaCl (5 g/liter), tryptone (16 g/liter), yeast extract (10 g/liter)] + ampicillin (100 μg/ml). The plasmid gRNA library was purified by using the QIAfilter Plasmid Maxi Kit (Qiagen, 12263), following the manufacturer’s instructions. Concentration was measured with NanoDrop (Thermo Fisher Scientific, ND-1000).

#### Generation of lentiviral gRNA library

For the lentiviral library production, 293T cells were thawed in DMEM (Thermo Fisher Scientific, 31966021) supplemented with 10% FBS (Thermo Fisher Scientific, 10270106). After 2 and 4 days, cells were passaged into three and five T175 flasks, respectively (2.5 × 10^6^ cells and 40 ml of medium per flask). At day 7, cells were seeded on 10 T175 flasks for transfection at a density of 18 million cells and 25 ml of medium per T175 flask. After 24 hours, transfection was done by using 31 μg of the plasmid library, 38.8 μg of the plasmid pCMVR8.74 [a gift from D. Trono (Addgene plasmid #22036; http://n2t.net/addgene:22036; RRID:Addgene_22036)], 3.88 μg of the plasmid pCMV-VSV-G [a gift from B. Weinberg (Addgene plasmid #8454; http://n2t.net/addgene:8454; RRID:Addgene_8454)] (*115*), 6 ml of Opti-MEM (Thermo Fisher Scientific, 11058021), and 305 μl of TransIT-LT1 Transfection Reagent (Mirus Bio, MIR 2300) per T175 flask. Incubation with the transfection mix was done for 8 hours at 37°C, and the medium was replaced for 60 ml of viral harvest medium per T175 flask [DMEM with 30% FBS and penicillin/streptomycin (100 U/ml)]. Viral harvesting was performed 36 hours after transfection, followed by filtering with 0.45-μm PES filters. Viruses were concentrated by using the Lenti X Concentrator (Clontech, 631231), following the manufacturer’s instructions.

#### gRNA library lentiviral infection of ESCs

PaX-*iCas9* ESCs were thawed in serum/LIF medium and amplified for 3 days. Thirteen T175 flasks coated with 0.2% gelatin were seeded with 18.5 × 10^6^ ESCs per flask, in 27 ml of ESC medium with Polybrene (8 μg/ml) (Merck, TR-1003-G) and the lentiviral gRNA library. The next day, the medium was replaced with serum/LIF medium containing puromycin (2 μg/ml) (Ibian Technologies, ant-pr-1). The medium with antibiotics was replaced every other day for 1 week. In parallel, 72 hours after infection, the percentage of BFP^+^ cells was measured using a BD LSR Fortessa flow cytometer to calculate the multiplicity of infection (0.06) and the coverage (200 cells per gRNA). gRNA sequencing was performed to check gRNA representation.

#### NPC differentiation, reprogramming, and cell isolation by FACS

For the CRISPR screening, two independent biological replicates (each one with two technical replicates) were performed in different differentiation and reprogramming inductions. To this end, 1.2 × 10^8^ pooled lentiviral-infected ESCs were thawed on three 150-mm plates in serum/LIF medium 5 days before induction and passaged 3 days in a row onto 0.2% gelatin–coated plates at a density of 25 million cells per 150-mm plate (four plates). The day of induction, the medium was changed to 2i/LIF for 6 hours, and cells were then dissociated with Accutase (Merck Millipore, SF006) and seeded on 52 gelatin-coated T75 flasks at a density of 7.5 × 10^5^ cells per flask in RHBA medium. Differentiation was followed as previously described. Sorting of SSEA1^−^ P-RFP^−^ X-GFP^−^ NPCs was performed on day 9, as described above. NPCs (4 × 10^7^) were sorted in Replicate 1, and 8.4 × 10^7^ NPCs were sorted in Replicate 2. Each 1.5 × 10^6^ sorted cells were plated on a 0.2% gelatin–coated well of a six-well plate in RHBA supplemented with EGF, bFGF, and ROCK inhibitor. The medium was changed every day until day 12. Cell pellets of 2 × 10^6^ cells were collected for gRNA abundance analysis.

For reprogramming, mouse male feeders were thawed on gelatin-coated 150-mm plates (~10 million cells per plate, 46 plates for Replicate 1 and 60 plates per Replicate 2) 1 day before reprogramming induction in DMEM (Thermo Fisher Scientific, 31966021) supplemented with 10% FBS (Thermo Fisher Scientific, 10270106), 25 mM Hepes (Thermo Fisher Scientific, 15630056), 1 mM sodium pyruvate (Thermo Fisher Scientific, 11360070), 1× MEM NEAAs (Thermo Fisher Scientific, 11140050), penicillin/streptomycin (50 U/ml) (Ibian Technologies, P06-07100), and 0.1 mM 2-mercaptoethanol (Thermo Fisher Scientific, 31350010). At day 12 of NPC differentiation, the NPC differentiation medium (RHBA with EGF, bFGF, and ROCK inhibitor) was supplemented with l-ascorbic acid (25 mg/ml) and doxycycline (1 mg/ml). One day later, cells were dissociated with Accutase (Merck Millipore, SF006) and seeded on 46 (Replicate 1) and 60 (Replicate 2) 150-mm plates on top of feeders (3000 cells per cm^2^) in iPSC medium supplemented with LIF (1000 U/ml), l-ascorbic acid (25 mg/ml), and doxycycline (1 mg/ml). The medium was changed on days 3, 5, 7, 8, and 9. At day 10 of reprogramming, cells were dissociated with 0.25% trypsin-EDTA (Thermo Fisher Scientific, 25200056). Trypsinization was stopped with DMEM–10% FBS containing deoxyribonuclease (DNase) I (10 μg/ml) (Sigma-Aldrich, 11284932001). Cells were then stained with SSEA1 eFluor 660 antibody 1:100 (Thermo Fisher Scientific, 50-8813-42) at 4°C for 45 min in rotation. A BD FACSAria II SORP was used to sort three different populations, according to the BFP fluorescence (gRNA plasmid), SSEA1-eFluor 660 fluorescence (pluripotency marker), and X-GFP (X-chromosome status): nonpluripotent population (BFP^+^ SSEA1^−^ X-GFP^−^), early pluripotent population (BFP^+^ SSEA1^+^ X-GFP^−^), and late pluripotent, X-chromosome reactivated population (BFP^+^ SSEA1^+^ X-GFP^+^). Cell pellets were collected and frozen at −80°C until processed for gDNA extraction.

#### Sample preparation and gRNA sequencing

gDNA was extracted from cell pellets using the DNeasy Blood and Tissue Kit (Qiagen, 69504). NPCs (1.15 × 10^7^) and cells (1.4 × 10^7^) of each reprogramming population were processed for Replicate 1, and NPCs (2.64 × 10^7^) and cells (1.8 × 10^7^) of each reprogramming population were processed for Replicate 2. For amplification of the gRNAs and introduction of the Illumina-sequencing adapters, two consecutive PCRs were performed by using the Q5 High-Fidelity DNA Polymerase (NEB, M0491). For PCR1, all the extracted gDNA was used for amplification, in PCRs of 50 μl with 1 μg of gDNA as template. For this PCR1, all forward primers and all reverse primers were mixed together in the “Forward primer mix” and “Reverse primer mix” in equal amounts to have a final concentration of 10 μM (1.67 μM of each primer). Sequences can be found in table S5 and follow the International Union of Pure and Applied Chemistry (IUPAC) nucleotide code. After electrophoresis in a 2% agarose gel, the DNA was purified by using a QIAEX II Gel Extraction Kit (Qiagen, 20051). For PCR2, 16 reactions of 50 μl were performed per sample, by using 5 ng of the purified PCR1 product as template for each reaction. Independent PCRs for each sample were done with reverse primers containing different barcodes for sample identification. Electrophoresis in a 2% agarose gel was performed before DNA purification from gel. PCR components and quantities are indicated in Table 1. PCR conditions are specified in Table 2. Sequencing was performed using an Illumina HiSeq 2500 [50–base pair (bp) single-end].

**Table 1.** PCR components for gRNA library amplification.

Component	Volume for 50-μl reaction
*PCR1*	
5× Q5 buffer	10 μl
Deoxynucleotide triphosphate (dNTP) 10 mM	1 μl
F mix 10 μM (Stag0_F to Stag5_F, 1.67 μM each)	2.5 μl
R mix 10 μM (Stag0_R to Stag5_R, 1.67 μM each)	2.5 μl
H_2_O	To 50 μl
DMSO	3 μl
Q5 polymerase	0.5 μl
DNA	1 μg
*PCR2*	
5× Q5 buffer	10 μl
Deoxynucleotide triphosphate (dNTP) 10 mM	1 μl
F primer 10 μM (TS-HT-D5x-1-F)	2.5 μl
R primer 10 μM (different for each sample)	2.5 μl
H_2_O	To 50 μl
Q5 polymerase	0.5 μl
DNA (PCR1 product)	5 ng

**Table 2.** PCR conditions for gRNA library amplification.

Temperature	Time	Cycles
*PCR1*		
98°C	3 min	–
98°C	30 s	× 20
56.5°C	20 s	
72°C	60 s	
72°C	2 min	–
4°C	Hold	–
*PCR2*		
98°C	3 min	–
98°C	30 s	× 8
56.5°C	20 s	
72°C	60 s	
72°C	2 min	–
4°C	Hold	–

### CRISPR screening analysis

The gRNA sequencing from the CRISPR KO screening was analyzed with MAGeCK software (*119*). The gRNA abundance of each population was determined by taking into account the two biological replicates (with two technical replicates each). The gRNA abundance comparisons were performed pairwise. The list of overrepresented genes for the comparison of the reprogramming populations (nonpluripotent, early pluripotent, and late pluripotent) to NPCs was obtained by selecting the top 250 genes of each comparison ranked by positive score in the MAGeCK software and filtering for unique genes from the obtained list. The list of essential genes (underrepresented for the comparison of each reprogramming population to NPCs) was obtained by filtering common genes with an Robust Rank Aggregation (RRA) score of <0.05 and log_2_ fold change (log_2_FC) of <(−0.75). For the pairwise comparisons among the reprogramming populations (early pluripotent versus nonpluripotent, late pluripotent versus early pluripotent), the selection of hits was performed by using an RRA score of <0.05, a log_2_FC of <(−0.8)/>0.8, and a “goodsgrna” equal or higher than 3. Gene Ontology (GO) pathway enrichment analysis was performed with the obtained filtered genes using the library “WikiPathways Mouse 2019” in the Enrichr website (https://maayanlab.cloud/Enrichr/).

### CRISPR screening pathway validation—molecule screening

For the molecular screening, NPC differentiation was performed as previously described. At day 13 of NPC differentiation, cells were dissociated with Accutase (Merck Millipore, SF006) and seeded on top of male irradiated MEFs in iPSC medium supplemented with LIF (1000 U/ml), l-ascorbic acid (25 mg/ml), and doxycycline (1 mg/ml). Three seeding densities were used: 49,100 cells per cm^2^ for analysis at day 5 of reprogramming, 12,300 cells per cm^2^ for analysis at day 7, and 2850 cells per cm^2^ for analysis at day 10. The medium was changed on days 3, 5, 7, and 9. Molecules were added from day 0 to 5, from day 5 to 10, and from day 0 to 10 for all the conditions. At days 5, 7, and 10, cells were dissociated with 0.25% trypsin-EDTA (Thermo Fisher Scientific, 25200056) and stained with SSEA1 eFluor 660 antibody 1:100 (Thermo Fisher Scientific, 50-8813-42) at 4°C for 30 min in rotation. A BD LSRFortessa Cell Analyzer was used to check the SSEA1-eFluor 660 fluorescence (early pluripotency marker) and X-GFP (X-chromosome status).

### Reprogramming of MEFs into iPSCs

MEFs were derived from female mouse E14.5 embryos containing a doxycycline-inducible reprogramming cassette (*Oct4*–*Sox2*–*Klf4*–*c-Myc*) in the *Col1a1* locus and the reverse tetracycline–controlled transactivator (M2rtTA) in the *Rosa26* locus (*120*). These cells also contained a GFP reporter on one X chromosome (*121*) and a mutation in the *Hprt* locus on the other X chromosome (*122*). Female MEFs with an inactive X-GFP chromosome were isolated as previously described (*27*) and cultured at 37°C with 5% CO_2_ and 5% O_2_ in DMEM (Thermo Fisher Scientific, 31966021) supplemented with 10% FBS (Thermo Fisher Scientific, 10270106), 25 mM Hepes (Thermo Fisher Scientific, 15630056), 1 mM sodium pyruvate (Thermo Fisher Scientific, 11360070), 1× MEM NEAAs (Thermo Fisher Scientific, 11140050), penicillin/streptomycin (50 U/ml) (Ibian Technologies, P06-07100), and 0.1 mM 2-mercaptoethanol (Thermo Fisher Scientific, 31350010) for up to three passages.

One day before reprogramming induction, male irradiated feeders were thawed on 0.2% gelatin-coated plates (100,000 cells/cm^2^). The day of reprogramming induction, female reprogrammable MEFs were dissociated with 0.05% trypsin-EDTA (Thermo Fisher Scientific, 25300054) and seeded on feeders [7150 cells/cm^2^ or 28,570 cells/cm^2^ (4×)] in iPSC medium (previously described), supplemented with LIF (1000 U/ml), l-ascorbic acid (25 mg/ml), and doxycycline (1 mg/ml). The medium was changed on days 4, 6, 8, and 10 (doxycycline withdrawal). Recombinant Mouse IFNγ Protein (R&D Systems, 485-MI-100) was added to the iPSC medium at a concentration of 10 ng/ml from day 0 to 6 or day 2 to 6.

### Flow cytometry

A BD FACSAria II SORP was used for cell sorting. NPCs were sorted at around 3500 events per second, maximum flow rate of 4 with a 100-μm nozzle to increase cell viability after sorting. SSEA1^−^ P-RFP^−^ X-GFP^−^ cells were selected. iPSCs were sorted at around 8000 events per second, using the 85-μm nozzle, selecting the cell populations regarding SSEA1-eFluor 660 and X-GFP fluorescence. A BD LSRFortessa Cell Analyzer or a BD LSR II Flow Cytometer were used for flow cytometry analysis experiments. For CRISPR screening experiments, FVS780 (BD Horizon, 565388) was used as a viability dye at 1.1 ng/ml. For the rest of the experiments, DAPI (4′,6-diamidino-2-phenylindole) (Biotium, BT-40043) was used at 0.1 μg/ml. Flow cytometry analyses were done by using FlowJo v10.7.1 software (BD Life Sciences).

### IFNγ treatment during NPC to iPSC reprogramming

Recombinant Mouse IFNγ Protein (R&D Systems, 485-MI-100) was added to the iPSC medium at a concentration of 10 ng/ml from day 0 to 5, day 5 to 10, or day 0 to 10. Further analysis was performed by flow cytometry using a BD LSRFortessa Cell Analyzer, AP staining, immunofluorescence or cell sorting by a BD FACSAria II SORP for Western blotting, RNA-seq, or DNA methylation arrays.

### IFNγ treatment during NPC differentiation

Recombinant Mouse IFNγ Protein (R&D Systems, 485-MI-100) was added to the NPC medium at a concentration of 10 ng/ml from day 0 to 5, day 5 to 10 or day 0 to 10. At days 5 and 10, cells were dissociated with Accutase and stained with SSEA1 eFluor 660 antibody 1:100 (Thermo Fisher Scientific, 50-8813-42) at 4°C for 30 min on ice. A BD LSRFortessa Cell Analyzer was used to check the SSEA1-eFluor 660 fluorescence (early pluripotency marker) and X-GFP (X-chromosome status).

### RNA isolation, cDNA synthesis, and qRT-PCR

Total RNA isolation was performed with the RNeasy Plus Mini Kit (Qiagen, 74136) or RNeasy Micro Kit (Qiagen, 74004). Concentration was quantified with NanoDrop (Thermo Fisher Scientific, ND-1000). cDNA was synthesized using a High-Capacity RNA-to-cDNA Kit (Thermo Fisher Scientific, 4387406). qRT-PCR was performed in triplicates for each sample, using Power SYBR Green PCR Master Mix (Thermo Fisher Scientific, 4367659). Gene expression levels were calculated as 2^−∆CT^ normalized with the average cycle threshold (CT) of the housekeeping gene *Gapdh*.

### DNA methylation modifier experiments

Reprogramming was done as described previously, combining the IFNγ (10 ng/ml, day 0 to 5) (R&D Systems, 485-MI-100) with the addition of the TET inhibitor molecule Bobcat339 (concentration of 5, 10, or 30 μM, R&D Systems, 6977/10) or in the absence of ascorbic acid (normally added to the reprogramming medium at 25 mg/ml, Sigma-Aldrich, A7506) from day 0 to 7. NPCs (4.3 × 10^4^) were plated per well of a 12-well plate. On day 7 of reprogramming, cells were detached from the plates using 0.25% trypsin-EDTA (Thermo Fisher Scientific, 25300054) and stained with SSEA1-eFluor 660 antibody (1:100) and DAPI. Analysis was done using a BD LSRFortessa Cell Analyzer.

### Apoptosis assay

Day 13 NPCs (treated with doxycycline and ascorbic acid during 24 hours) were induced for reprogramming on carboxyfluorescein diacetate succinimidyl ester (CFSE)–stained feeders (to sort these cells out; 0.5 μM CFSE CellTrace, Thermo Fisher Scientific, C34554), stained, and plated the day before on gelatin-coated plates (1 × 10^6^ feeders seeded per well of a six-well plate). NPCs (2 × 10^5^) were seeded per well of a six-well plate, in iPSC medium in the absence or presence of IFNγ (R&D Systems, 485-MI-100) at 10 ng/ml. Three experimental replicates were done. After 48 hours, cells were detached from the plates using 0.05% trypsin-EDTA (Thermo Fisher Scientific, 25300054) and stained with annexin V–APC antibody and DAPI (0.1 μg/ml, Biotium, BT-40043) using the Annexin V Apoptosis Detection Kit (Thermo Fisher Scientific, 88-8007-72). Analysis was done using a BD LSR II Flow Cytometer.

### Western blotting

For protein extraction, cells were resuspended in Laemmli buffer and boiled at 95°C for 10 min. Protein extracts were loaded in a 10% acrylamide gel (Bio-Rad, 1610149), and electrophoresis was performed for protein separation. Transference was done into a polyvinylidene difluoride (PVDF) membrane (Sigma-Aldrich, P2938). Blocking of the membrane was performed using 4% milk in tris-buffered saline (TBS)–0.5% Tween 20 (Sigma-Aldrich, P7949) for 1 hour at room temperature. The membrane was incubated overnight at 4°C with the corresponding antibodies [rabbit anti-STAT1 1:1000 (Cell Signaling Technology, 14994S), rabbit anti–phospho-STAT1 Tyr^701^ 1:1000 (Cell Signaling Technology, 7649S), mouse anti-PP1α 1:1000 (Santa Cruz Biotechnology, sc-7482), rabbit anti-STAT3 1:1000 (Cell Signaling Technology, 12640S), rabbit anti-phospho–STAT3 Tyr^705^ 1:1000 (Cell Signaling Technology, 9145S), rabbit anti-IRF1 1:1000 (Cell Signaling Technology, 8478S), and mouse anti–α-tubulin 1:10,000 (Sigma-Aldrich, T6074)] in blocking solution. Secondary antibody incubation was performed in polyclonal rabbit anti-mouse–horseradish peroxidase (HRP) antibody 1:2000 (Dako, P0260) or polyclonal goat anti-rabbit–HRP antibody 1:2000 (Dako, P0448) in blocking solution for 1.5 hours at room temperature. For washes, TBS–0.5% Tween 20 was used. The membranes were developed by using an EZ-ECL kit (Reactiva, 120500120) and x-ray films (Rosex Medical, EWPJH).

Fiji (*123*) was used to calculate the relative intensities of STAT3 and pSTAT3 Tyr^705^. The “mean gray value” of each region of interest (ROI) with the same area was calculated for both loading controls and proteins of interest, followed by the inversion of the pixel density and the calculation of the ratio for each sample.

### AP staining

Cells were washed with phosphate-buffered saline (PBS) and fixed with 4% paraformaldehyde (PFA) for 10 min at room temperature. Washing with milliQ water was done before adding the AP staining solution [10 ml of milliQ water, 10 mg of Fast red TR salt hemi(zinc chloride) salt (Santa Cruz Biotechnology, sc-215025), and 400 μl of Naphthol AS-MX phosphate (Sigma-Aldrich, 855-20ML)] for 10 min. Cells were washed again with water, which was aspirated before scanning.

### Immunofluorescence

Cells were seeded on 0.2% gelatin-coated coverslips on 12-well plates, where the reprogramming experiments were performed. On the specific reprogramming day, coverslips were washed with PBS and fixed at room temperature for 10 min with 4% PFA (Electron Microscopy Sciences, 15713S). After fixation, samples were washed with PBS and permeabilized with PBS–0.5% Triton (Sigma-Aldrich, T8787) for 10 min at room temperature. Then, coverslips were washed once with 70% EtOH and kept in 70% EtOH at −20°C until staining was performed. For immunostaining, coverslips were washed in PBS and blocking was performed with PBS–2% bovine serum albumin (BSA) (Sigma-Aldrich, SLCK2178)–0.2% Triton for 1.5 hours at room temperature. Primary antibody incubation was done overnight at 4°C [rabbit anti-pSTAT1 Tyr^701^ (Cell Signaling Technology, 7649S), rabbit anti-pSTAT3 Tyr^705^ (Cell Signaling Technology, 9145S), mouse anti-SSEA1 (Sigma-Aldrich, MAB4301), rabbit anti-NANOG (Novus Bio, nb100-588), chicken anti-GFP (Abcam, ab13970), and mouse anti-H3K27me3 (Active Motif, 61017)]. Coverslips were washed three times with PBS for 5 min at room temperature, and secondary antibody incubation was performed for 2 hours at room temperature [goat anti-mouse A647 (Abcam, 150115), goat anti-rabbit A555 (Thermo Fisher Scientific, A21429), and goat anti-chicken A488 (Thermo Fisher Scientific, A11039)]. Coverslips were washed three times with PBS for 5 min at room temperature, adding DAPI (10 μg/ml) (Biotium, BT-40043) in the last wash. Mounting was done with Vectashield Antifade Mounting Medium (Vector Laboratories, H-1000-10). Images were taken with a Leica SP5 confocal/MP inverted microscope.

### RNA FISH

Cells were washed and resuspended in PBS. Two hundred microliters of cell suspension (120,000 cells) was loaded onto a cytospin funnel. Cytospin was done for 10 min at 1000 rpm. Slides were air-dried for 1 min and incubated in a coplin jar in ice-cold PBS + 2 mM RVC (Ribonucleoside Vanadyl Complex, NEB, S1402S) for 5 min, ice-cold CSK buffer (100 mM NaCl, 200 mM sucrose, 10 mM Pipes, 3 mM MgCl_2_ in milliQ water, pH 6.8) + 2 mM RVC for 30 s, ice-cold CSK buffer + 0.5% Triton + 2 mM RVC for 1 min, ice-cold CSK buffer + 2 mM RVC for 1 min, room temperature 4% PFA for 10 min, and ice-cold 70% EtOH for 2 min. Slides were stored in 70% EtOH at −20°C overnight before RNA FISH. Probe mix [10 ng/μl of Xist-Cy5 (Sx9) probe prepared by Nick Translation (Roche, 10976776001), 20 mM RVC, mouse Cot-1 DNA (0.1 μg/μl) (Thermo Fisher Scientific, 18440016), and yeast tRNA (0.5 μg/μl) (Life Technologies, 15401029) in hybridization buffer (10% dextran sulfate and 25% formamide in 2× Saline Sodium Citrate or SSC)] was incubated for 10 min at 80°C and for 30 min at 37°C. In parallel, slides were dehydrated in EtOH at room temperature [70%, 80%, 90%, and 100% EtOH (2 min each)] and air-dried completely. Fifteen microliters of pre-annealed probe was pipetted onto the cells and incubated overnight at 37°C in a humidified chamber. Slides were then washed [3 × 5-min washes in 50% (v/v) formamide in 2× SSC at 45°C and 3 × 5-min washes in 2× SSC at 37°C] and mounted using Vectashield with DAPI (Vector Laboratories, H-1200-10). Images were taken with a Zeiss Cell Observer fluorescence microscope.

### X-chromosome paint

Cells were washed twice with PBS for 2 min, fixed with 4% PFA for 10 min, washed twice for 2 min with PBS, incubated with PBS–0.5% Triton for 10 min, PBS 0.1% Tween for 2 min, and 0.1 N HCl for 5 min, washed twice with 2× SSCT (Saline Sodium Citrate, 0.1% Tween) for 1 min, and incubated with 2× SSCT–50% formamide for 10 min (all steps at room temperature). Hybridization mix [20% volume of XMP X Green mouse chromosome paint (MetaSystems Probes, D-1420-050-FI) in hybridization buffer (10% dextran sulfate and 25% formamide in 2× SSC)] was added to the cells, denatured at 80°C for 3 min, and incubated overnight at 37°C in a humidified chamber. Samples were washed [3 × 5 min in 2× SSCT 50% formamide at 45°C, 3 × 5 min in 2× SSCT at 45°C, 1 × 5 min in 2× SSCT at room temperature, and 1 × 5 min in 2× SSCT + DAPI (10 μg/ml) (Biotium, BT-40043) at room temperature] and mounted with Vectashield Antifade Mounting Medium (Vector Laboratories, H-1000-10). Images were taken with a Leica SP5 confocal/MP inverted microscope.

### RNA-seq experiments

For the RNA-seq of day 2 doxycycline-treated cells, male irradiated MEFs were stained with 0.5 μM CFSE CellTrace (Thermo Fisher Scientific, C34554) and seeded on 0.2% gelatin-coated plates upon thawing. One day after, day 13 NPCs were seeded on top of the CFSE-stained feeders in iPSC medium to induce reprogramming, in the presence or absence of IFNγ (R&D Systems, 485-MI-100, 10 ng/ml). On day 2 of reprogramming, CFSE-negative cells were sorted by using a BD FACSAria II SORP, and cell pellets were kept at −80°C until RNA extraction.

For the RNA-seq of iPSCs on days 5 and 7, day 13 NPCs were seeded on top of feeders in iPSC medium to induce reprogramming, in the presence or absence of IFNγ (R&D Systems, 485-MI-100, 10 ng/ml) for the first 5 days. On days 5 and 7, cells were dissociated with 0.25% trypsin-EDTA (Thermo Fisher Scientific, 25200056). Trypsinization was stopped with DMEM–10% FBS containing DNase I (10 μg/ml) (Sigma-Aldrich, 11284932001). Cells were then incubated with anti-SSEA1 microbeads (Miltenyi Biotec, 130-094-530) at 4°C for 15 min. MACS separation was performed to enrich for SSEA1^+^ cells. Staining with SSEA1 eFluor 660 antibody 1:100 (Thermo Fisher Scientific, 50-8813-42) was performed at 4°C for 45 min. Sorting was performed by using a BD FACSAria II SORP. For iPSCs at day 5, SSEA1^+^ cells were sorted. For iPSCs at day 7, SSEA1^+^ cells were separated into three populations: X-GFP–negative, X-GFP–medium, and X-GFP–high cells. Cell pellets were kept at −80°C until RNA extraction.

RNA was extracted from cell pellets by using an RNeasy Plus Mini Kit (Qiagen, 74136) or RNeasy Micro Kit (Qiagen, 74004). Concentration was quantified with NanoDrop (Thermo Fisher Scientific, ND-1000).

### RNA-seq analysis

The RNA library preparation was performed by ribosomal RNA depletion using the TruSeq Stranded Total RNA Library Preparation Kit (Illumina, 20020596). Sequencing was performed by an Illumina HiSeq 2500 (50 bp paired-end or 125 bp paired-end, merged and trimmed to 50 bp for further analysis). RNA-seq analysis was done similarly as in (*11*). FastQ files passing the quality control were aligned to the mm10 reference genome, which contained CAST/EiJ and 129S1/SvImJ SNP positions masked. The SNP positions of the mouse strains were obtained from https://www.sanger.ac.uk/data/mouse-genomes-project/. A VCF file containing only the SNP positions from CAST/EiJ and 129S1/SvImJ strains was generated. Alignment of reads to the reference genome was done using STAR (*124*) with implementation of the WASP method (*125*) to filter allele-specific alignments. The output BAM files were used to obtain the read counts using the HTseq tool (v0.6.1) (*126*). These steps were performed using a published Nextflow pipeline (*127*) and following the workflow described in https://github.com/biocorecrg/allele_specific_RNAseq. Around 75 to 85% of reads aligned to the reference genome, corresponding to 3.5 × 10^7^ to 5 × 10^7^ mapped reads. Differential expression analysis was done with the R package DESeq2 (v1.32.0) (*128*). Differentially expressed genes were identified performing pairwise comparisons. Read counts were normalized by library size and filtered for having a mean across the samples >10. Log_2_FC shrinking was done with the “normal” parameter. Up-regulated and down-regulated genes were selected by filtering for a positive or negative log_2_FC (respectively) and an adjusted *P* value of <0.1 (for control versus IFNγ comparisons in all time points). GO pathway enrichment analysis was performed with the obtained filtered genes using the library “WikiPathways Mouse 2019” in the Enrichr website (https://maayanlab.cloud/Enrichr/). To run the PCA, we used the top 500 genes showing highest variability. ggplot2 R package (v3.3.5, https://ggplot2.tidyverse.org) was used for generating the heatmap (representing the *z* score of Fragments Per Kilobase Million (FPKM) of selected genes in the different cell populations). To calculate the pluripotency score, the expression levels of *Nanog*, *Zfp42*, *Dppa4*, *Dppa5a*, *Esrrb*, *Prdm14*, and *Sall4* in each time point were normalized to the expression of these genes in the ESCs, and the average of these values was represented for two independent replicates. For the allelic ratio analysis, 315 protein-coding genes that showed over 25% of total X-linked gene expression in the X cas in all the populations were selected. To calculate the X mus proportion, we divided the X mus expression to the sum of X mus and X cas expression [X mus/(X mus + X cas)] in the selected genes.

### DNA (hydroxy)methylation experiments and analyses

Reprogramming was induced in the presence or absence of IFNγ (10 ng/ml) (from day 0 to 5) (R&D Systems, 485-MI-100). SSEA1^+^ day 5 iPSCs (four replicates from different reprogramming rounds) and SSEA1^+^ X-GFP^−/+^ day 7 iPSCs (two replicates from different reprogramming rounds) were sorted with a BD FACSAria II SORP. DNA was extracted using Wizard Genomic DNA Purification Kit (Promega, A1120). After measuring DNA quantity by Qubit (Thermo Fisher Scientific), 2 μg of each sample was evenly split for the oxidation reaction [oxidative bisulfite (OxBS)–treated samples] and the mock-oxidation reaction [bisulfite (BS)–treated samples], where the oxidant solution was replaced by water following the TrueMethyl oxBS Module manufacturer’s instructions (NuGEN-Tecan, 0414). Both aliquots were then processed in parallel for all stages of the protocol. After the oxidation reaction where 5-hydroxymethylcytosine is oxidized to 5-formylcytosine (5fC) and 5mC stays unchanged, the BS treatment converts 5fC and all nonmethylated cytosines to uracil, while 5mC is not altered.

For samples to be run on the Illumina Infinium Mouse Methylation BeadChip Array (Illumina, 20041558), 7 μl of recovered TrueMethyl template was mixed with 1 μl of 0.4 N NaOH following the manufacturer’s instructions. All subsequent steps were completed following the Infinium HD Assay Methylation protocol (https://emea.support.illumina.com/content/dam/illumina-support/documents/documentation/chemistry_documentation/infinium_assays/infinium_hd_methylation/infinium-hd-methylation-guide-15019519-01.pdf).

The DNA methylation status of the studied samples was obtainedusing the Infinium Mouse Methylation BeadChip Array (~285,000 methylation sites). GenomeStudio Software 2011 (Illumina) was used to process raw signal intensities. The mm10 mouse genome manifest from Illumina was used as reference, as described in the Illumina manifest file associated with the Infinium Mouse Methylation BeadChip. DNA methylation β values were obtained from raw IDAT files using the software’s default normalization with control probes and background subtraction. The 5mC signal was extracted from the β values of the OxBS samples, while the 5hmC signal was obtained by subtracting the β values of the BS samples from those of the OxBS samples. All further analyses were performed using the R environment (v4.2.3). To remove erratic probe signals, quality control steps were applied. Probes that did not pass the intensity threshold were removed (intensity <1000), as well as those with detection *P* value >0.01. 5mC and 5hmC levels were then batch-corrected using the Limma R package (v3.50.3) (*129*).

Differentially (hydroxy)methylated positions [(h)DMPs] were extracted using the function topTable from the limma package (v3.50.3), adjusting by Benjamini-Hochberg method. CpGs with *P* values <0.01 were selected, and further filtering with log fold change (logFC) was also performed (logFC ± 0.1). The package gplots (v3.1.3, https://cran.r-project.org/web/packages/gplots/index.html) was used to create the heatmap of the X-chromosomal DMPs. To assign the genomic features corresponding to each CpG, ChIPseeker package (v1.30.3) (*130*) together with org.Mm.eg.db (v3.14.0) for annotation was used. The distribution violin and box plots were generated with ggplot2. GO pathway enrichment analysis was performed with the obtained filtered genes using the library “WikiPathways Mouse 2019” in the Enrichr website (https://maayanlab.cloud/Enrichr/). The overlap analysis of DMPs and RNA-seq differentially expressed genes was done using Venny 2.1.0 (https://bioinfogp.cnb.csic.es/tools/venny/).

For selection of X-linked reactivating or escapee genes, protein-coding genes that showed over 25% of total X-linked gene expression in the X cas in all the populations analyzed from the RNA-seq dataset and showed an allelic ratio equal or under 0.135 in NPCs (X-reactivating genes) or above 0.135 in NPCs (escapee genes) were selected [similarly as in (*11*, *24*)]. The lists of “early” and “main” X-reactivating genes were obtained from (*24*).

TFBS enrichment was analyzed with the SeSAMe R package (v1.16.1) (*131*), using the “KYCG.MM285.TFBSconsensus.20220116” database based on ChIP-Seq data from all available cell types/tissues and factors at Cistrome/ENCODE.

### Allele-specific (hydroxy)methylation analysis by amplicon oxidative BS sequencing

An allele-specific targeted amplicon oxidative BS–sequencing (ASTA-Seq) protocol was conceived to assess the allele-specific (hydroxy)methylation status of regions surrounding several differentially (hydroxy)methylated CpGs [D(h)MP] in X-reactivating gene promoters identified at day 5 or 7 of reprogramming by DNA methylation arrays, including escapee gene controls, similarly as in (*132*, *133*). Genes were classified as X-reactivating based on a previous study (*24*) and validated according to our RNA-seq dataset. Regions to be analyzed were selected to include species-specific SNPs and at least one D(h)MP while maintaining an amplicon size of 200 to 500 bp. Paired OxBS and the mock-oxidation reaction (BS)–treated DNA from day 5 reprogramming samples were used as templates for a two-step PCR amplification protocol before library preparation for high-throughput sequencing. In the first PCR, 0.5 ng of DNA was used to amplify the ROIs. In the second PCR, 1 to 3 μl of the first-step products were amplified using staggered forward and reverse primers designed to contain partial P5 and P7 adaptor sequences, respectively, at the 5′ and two to five random nucleotides (N) before the gene-specific sequence. Staggered forward and reverse primers were pooled together equimolarly before amplification. The amplicons from the different ROIs were gel-purified, quantified, and pooled together for library preparation. Four libraries corresponding to control and IFNγ samples (BS/OxBS) at day 5 were prepared for sequencing, and subsequent steps were completed following the MiSeq System protocol (MiSeq Reagent Kit v3, Illumina). Next-generation sequencing was performed using MiSeq (300 bp, single-end). Primer design for PCR amplification was done with the Meth Primer web tool (*134*) (https://www.urogene.org/cgi-bin/methprimer/methprimer.cgi), avoiding any CpG residues within the primer sequence or at an SNP position (table S5). All the PCR amplifications were performed with IMMOLASE DNA Polymerase (BIO-21046) with a custom program (Table 3) adapted to each primer pair annealing temperature and resulting amplicon size.

**Table 3.** PCR conditions for allele-specific (hydroxy)methylation analysis.

Temperature	Time	Cycles
96°C	10 min	
96°C	30 s	× 48
58°C	30 s	
72°C	30 s	
72°C	10 min	

Analysis of 5mC and 5hmC percentages was done independently for each CpG contained in the PCR amplicons. Custom Perl scripts for the allele-specific (hydroxy)methylation analysis are available at https://github.com/eblancoga/ASTA-Seq and https://zenodo.org/records/10676879. Amplicons that contained the SNP and at least one CpG in the same read were analyzed, with coverages ranging from around 14,000 to 600,000 reads. First, reads were assigned to their corresponding genes by identification of the primer used for PCR2. Then, a 15- to 20-nucleotide sequence (BS-converted) upstream of the SNP was used to classify the reads in Mus or Cas. Next, a 15- to 20-nucleotide sequence (BS-converted) upstream of the CpG was used to determine the presence of CG or TG. Percentages of CG were calculated independently for Mus and Cas in control or IFNγ-treated samples and in BS or OxBS samples. 5mC percentages were calculated by analyzing the percentage of CG in OxBS samples, while 5hmC percentages were calculated as %CG (BS) − %CG (OxBS). In BS samples, unmethylated Cs are converted to Ts, while methylated Cs (5mC and 5hmC) stay as Cs. In OxBS samples, 5hmC is first oxidized and then converted into Ts, together with unmethylated Cs, while 5mC stays as C. Because of this, in this analysis, we only took into account CpGs in which percentages of CG in BS samples were higher than percentages of CG in OxBS samples, resulting in a value corresponding to 5hmC percentage, which was positive for all samples and conditions. CpGs with a negative value for 5hmC <(−1)% in any of the conditions (Mus or Cas, control, or IFNγ), were discarded as they could not be biologically explained, while the ones in which the negative value was between 0% and −1% were considered as 0%, as this was an acceptable variability range. Finally, 5mC and 5hmC percentages for Mus and Cas CpGs were compared between control and IFNγ samples. For escapee gene controls, 5mC and 5hmC levels were included in the same graph due to similarity in methylation levels, while for the rest of X-reactivating genes, CpGs were represented independently due to high variability of methylation levels.

### Statistical analyses

For experiments with technical replicates, unpaired *t* tests were performed. For experiments with independent reprogramming rounds, paired *t* tests were done. A confidence interval of 95% was used. In the molecule validation experiments, paired *t* tests were performed. Each molecule was compared to their diluent control: BMP2, BMP4, TGFβ, and IFNγ were compared to water, while the rest of the molecules were compared to dimethyl sulfoxide (DMSO) controls. Each treatment was compared to its specific time point (day 0 to 5, day 5 to 10, day 0 to 10). For allelic ratio and DNA methylation data comparisons, unpaired *t* tests were performed. When means of fold changes are specified in the text, ±SD values are indicated. Statistical analyses were performed with R (v. 4.2.3) or GraphPad Prism (v. 6).

How the deposited data were processed for this re-analysis (not part of the article)

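Data for 24 RNA-seq libraries were used, 2 replicates of each of 12 populations of the PaX reprogramming system, with the groups taken from the labels of the libraries. All columns could be assigned to a population. IFNγ-treated cells, given 10 ng/ml from day 0 to 5, were compared with control cells at day 2, day 5 and day 7, the last in X-GFP–negative, X-GFP–medium and X-GFP–high cells.

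The signal values that the authors deposited were normalized counts. Read pairs had been aligned by the authors with STAR and WASP to mm10 with variant positions of the 2 parental strains masked, counted per gene with HTSeq, and divided by 1 size factor per library from DESeq2. This was checked on the values. In every library 100% of them were whole multiples of 1 step, and the steps equaled the inverse of DESeq2's size factors over all 24 libraries. The whole reads recovered from these steps were used for the alternatives with DESeq2 and edgeR. The allelic values that the authors deposited were fractions between 0 and 1, the proportion of allele-specific reads from X mus per gene and population, with 1 column per population. Whether reads of both replicates were pooled for them is not stated in the paper's text, and the reads behind each fraction were not given.

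The reads counted on genes numbered 24746109 to 37056508 per library. A gene with at most 3 reads in each library of a group was treated as at the floor, and its fold change is given as a lower bound. Floors and intervals cover counting error only. Of the 37315 genes, 16247 had a mean above 10 over all libraries. Symbols, coordinates and chromosomes came from GENCODE vM21 on GRCm38/mm10, in which 95.2% of the identifiers were found. The annotation release used by the authors may differ.

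Differential expression was tested with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a trend, on log2(normalized count + 1) in the 4 libraries of each comparison. The tests were two-sided, covered genes with a mean above 10 in those libraries, and used the Benjamini-Hochberg adjustment and the threshold of 0.1 of the study. Differences of the IFNγ effect between day 7 populations were tested as interactions in the 8 libraries of both populations. Gene lists were tested with camera of limma with a preset correlation of 0.01, adjusted over 4 lists and 4 comparisons, and with fry.

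PCA used the 500 genes with the largest variance over the 24 libraries. The pluripotency score was the mean over 7 genes relative to the ESC library of the same replicate number. Medians of X mus proportions have bootstrap intervals over genes from 1000 draws. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes were named in the text by a rule. It took every gene that the paper names for these data, of which 1 is not reported here, the genes of the X-inactivation center, and in each comparison the 2 genes with the largest increase and the 2 with the largest decrease. These had to be past the threshold, with a group mean of at least 100 and no overlap between the libraries of the groups. Tet2, Kdm6a, Zeb1, Cdh1, Dnmt3b and Dnmt3l are among the genes of the paper, and were singled out in the closing section after their values were seen.

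The alternatives were a pseudocount of 0.1, no filter on low values, values rescaled to the same total, all 24 libraries in 1 fit, the replicate number as a block, DESeq2 1.42.0 and edgeR 4.0.16 with its quasi-likelihood test on the whole reads, and leaving out each replicate. For the PCA they were a pseudocount of 0.1, rescaled values, 1000 genes, autosomal genes and the distance over all principal components, and for the score and the proportions other summaries over genes. The comparisons, tests, gene lists of the paper, naming rule and these alternatives were fixed before the data were examined. DESeq2 on the whole reads of all 24 libraries was added afterwards. The threshold of 0.1 for gene list tests, the trend in camera and the bootstrap interval as the measure of spread for proportions and correlations were also chosen afterwards. The spread of the PCA ratios was changed after its outcome had been seen, from that of ratios of libraries with the same number to a propagated SD of unpaired libraries. This lowered the number of PCA alternatives that moved by more than the spread from 17 to 10 of 35.

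The procedure was tested on simulated data drawn with the means and dispersions of the 4 day 2 libraries, with 200 of 15548 genes changed. limma called 84.5% of them, and 12.0% of its calls were false. DESeq2 called 81.0% with 15.2% false, and edgeR 85.5% with 12.3% false. The interaction test called 79.5% with 11.2% false. Without any change, limma made 0 calls. All changed genes had a log2 fold change of the same size. It was larger than those found for Il6st at day 2 and for Esrrb, Tet1 and Gadd45a at day 5. Far fewer genes changed than were called at day 7. The shares called do not apply to smaller changes, for which the power was not assessed.

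Gene lists of Table S3 were those of its day 2 pathway sheets. Of the tables of single genes in Table S3, 1999 of 14605 lines were used for day 2 and 1612 of 14365 for day 5. These are sorted by adjusted p and hold every gene that the study calls. Its day 7 tables were not used here. Jpx, the CRISPR screen, DNA methylation, protein and cell-count data were not analysed here. Markers of fibroblasts (10 genes) and Y-linked genes (4 genes) were listed for tests given in the closing section.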

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

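The tests of Y-linked genes, of the interaction over all genes, of the largest rises with rescaled values and of Kdm6a were chosen only after the result was seen, and those of the other differences between populations and of near-identical copies before.

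The effect of IFNγ differed between day 7 populations by a test of the difference itself, the limma interaction. Between X-GFP–medium and X-GFP–negative cells it differed for 2449 genes, the effect being more positive in X-GFP–medium cells for 1142 and more negative for 1307. Between X-GFP–high and X-GFP–medium cells it differed for 1995 genes, with 736 more positive and 1259 more negative in X-GFP–high cells. Values rescaled to the same total moved the median difference of all genes by −0.165 for the first. A scaling of the libraries moves all genes alike, and as the whole cause it is argued against there, because 400 of the 1142 genes with a more positive effect remained so past the threshold although the shift went the other way. The rest of these did not, so that scaling stays open for them. All 1307 genes with a more negative effect remained, which the direction of the shift favors. For the second the rescaling moved the median by −0.00527 and decides nothing. With edgeR on the whole reads the second split was 898 more positive and 991 more negative. The direction of the first depends on the scaling, with 400 more positive and 2863 more negative after rescaling, which shifted the median of all genes in X-GFP–negative cells. A difference between the populations that the sorting by X-GFP defines stays open and was not tested further.

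Of the 7 pluripotency genes, 5 had a smaller effect of IFNγ in X-GFP–high than in X-GFP–medium cells, and of the genes Stat3, Lifr and Il6st all 3 did, by the same test. With values rescaled to the same total, 4 of the 7 pluripotency genes and 3 of the 3 others did, and Sall4 was the gene no longer past the threshold. The rescaling alone does not decide on the scaling of the libraries. It moved the median of all genes by less than the standard error of each of these differences. The median log2 fold change of all genes was 0.0439 in X-GFP–medium and 0.0265 in X-GFP–high cells. A scaling moves all genes alike. These medians thus argue against it as the whole cause for the genes that stayed past the threshold. The differences ranged from −0.67 to −0.12 on the log2 scale for the 7 genes and from −0.85 to −0.28 for the 3. The lists follow the paper's statements on these populations. Whether expression close to the level of ESCs limits a further rise in X-GFP–high cells was not tested.

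The log2 fold change of Tet2 was higher by 0.67 in X-GFP–medium than in X-GFP–negative cells (limma interaction, adjusted p = 0.00825). With values rescaled to the same total the difference was 0.50 and still past the threshold, so the scaling of the libraries does not account for all of it. The population, which the design names, stays open as an explanation.

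The X-linked gene Kdm6a was lower with IFNγ in X-GFP–negative cells (−0.21, limma adjusted p = 0.0159) and higher in X-GFP–medium cells (0.12, limma adjusted p = 0.0837), and the effects differed by 0.33 (limma interaction, adjusted p = 0.0196). With values rescaled to the same total the log2 fold change in X-GFP–negative cells was −0.0514 and the difference 0.17, neither past the threshold. The rise in X-GFP–medium cells was also not past it with rescaled values, without the filter on low values, with all 24 libraries in 1 fit, with DESeq2 and with edgeR. The scaling of the libraries is therefore a candidate explanation for the opposite directions.

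Data that the paper does not discuss held reads of 4 Y-linked genes at day 2. Their summed normalized counts had a mean of 235 ± 24.2 (SD, n = 2) in control cells and 174 ± 68.9 (SD, n = 2) in IFNγ-treated cells. In libraries of later days they were at most 12.5. Reads of X-linked copies placed on the Y-linked genes are argued against, because the summed value in an ESC or NPC library was at most 1.94. The feeder cells, sorted out by CFSE, were the only male cells that the design names. Their RNA is therefore the source that the design gives for these reads. A list of 10 fibroblast markers did not decide how much of it the libraries held. In both day 2 control libraries 5 of these markers were above both NPC libraries, and 2 were below. All 10 are also expressed in NPCs above a mean of 10, and 3 are in the focal adhesion list. The most abundant were Col3a1, with means of 25323 in NPCs and 20118 in day 2 control cells, Col1a2, with 3332 and 15610.0, Col1a1, with 659 and 10901, Fbln2, with 506 and 5433, and Dcn, with 1353 and 2339. A change of such genes in the reprogramming cells and a gain from feeders cannot be told apart with these values, because the level of each marker in the feeders alone is unknown. At day 2 the median X mus proportion was also above that of NPCs, with 248 of 315 genes higher in control cells. Whether feeder RNA contributed to this was not tested.

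By the rule for naming genes, the largest rises with IFNγ outside the genes that the paper names and its day 2 pathway lists, which hold Cxcl9, were those of H2-Aa at day 2 (8.68 on the log2 scale), Tgtp2 (7.66) and Ifi47 (6.97) at day 5, and H2-Q7 (5.51) and Tgtp2 (5.19) in X-GFP–negative cells. In X-GFP–medium cells they were those of Pdgfra (2.35) and Gm13110 (2.13), and in X-GFP–high cells those of Tex11 (1.71) and Mael (1.60). They stood above the control cells of the same day and population. The size for H2-Aa and Ifi47 depends on the pseudocount, because control libraries held few reads. With a pseudocount of 0.1 it was 10.48 for H2-Aa and 7.58 for Ifi47. Scaling of the libraries as the whole cause is argued against in X-GFP–negative cells, where rescaling to the same total moved the median of all genes by 0.157 and left the smaller of the 2 rises at 5.34, past the threshold. In the other comparisons the smallest log2 fold change with rescaled values was 1.59. The rescaling moved the median of all genes by at most 0.0132 there and alone does not decide on the scaling. The size factors of these libraries lay between 0.865 and 1.26. The median log2 fold changes of all genes lay between −0.00168 and 0.0439. A scaling moves all genes alike, so these values argue against it as the whole cause of these rises. Tgtp2 and H2-Q7 have near-identical copies, Tgtp1 and H2-Q6, whose rises were 7.04 for Tgtp1 at day 5, and 4.24 for Tgtp1 and 4.42 for H2-Q6 in X-GFP–negative cells. Reads shared with the copy cannot be told apart from a rise of the named gene, because copy and gene rose together and reads that map to both are not separable in counts per gene. The treatment with IFNγ, which the design names, stays open as an explanation for all 9 rises. Whether H2-Aa came from the sorted cells or from feeder cells at day 2 was not tested.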

How the results depend on the processing

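DESeq2 on the whole reads of all 24 libraries and the spread used for the PCA ratios were chosen only after the result was seen. The cause of the changes below was not tested unless stated.

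The numbers of genes past the threshold stayed within 1.5 times in X-GFP–negative and X-GFP–medium cells under every setting. Without the filter on low values, which adds genes to the adjustment, there were 481 genes higher and 212 lower at day 2, 134 higher and 7 lower at day 5, and 1664 higher in X-GFP–high cells. At day 5, 1373 were higher and 1082 lower with all 24 libraries in 1 fit, 556 and 356 with DESeq2, and 1603 and 1352 with DESeq2 on the reads of all 24 libraries. With DESeq2, 1595 genes were higher in X-GFP–high cells, 38.6% of those past the threshold being higher. Apart from the replicate block, given below, the counts at other settings stayed within 1.5 times.

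Rescaling to the same total moved the median log2 fold change of all genes in X-GFP–negative cells from 0.0161 to 0.173, and the share of higher genes among those past the threshold from 50.3 to 66.2%. Directions of small changes in this population are therefore relative to the scaling of the deposited values.

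The ratio of the distances to the ESCs ranged over all alternatives, replicates left out included, from 1.04 to 1.05 at day 2, 1.05 to 1.10 at day 5, 0.878 to 1.01 in X-GFP–negative, 0.674 to 0.855 in X-GFP–medium and 0.566 to 0.786 in X-GFP–high cells. With a pseudocount of 0.1 it was 1.01, 0.855 and 0.761 in the 3 day 7 populations, so that X-GFP–negative cells were no longer closer with IFNγ. Over all principal components it was 0.786 in X-GFP–high cells. With replicates left out it ranged from 1.04 to 1.05 at day 2, 1.05 to 1.10 at day 5, 0.878 to 0.980, 0.674 to 0.817 and 0.566 to 0.738 at day 7. By the spread first used, 17 of the 35 ratios under the alternatives had moved by more than it, against 10 by the spread reported.

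The difference in pluripotency score with the median of the 7 genes was 0.0560 in X-GFP–negative and 0.255 in X-GFP–medium cells. With rescaled values it was 0.168 in X-GFP–negative cells. Leaving out the gene with the largest difference gave 0.0999 in X-GFP–negative cells and 0.230 in X-GFP–medium cells, and at day 2 −0.00124, a change of sign of a difference within its spread. The median of the 7 genes at day 2 also changed its sign, as did the day 5 difference in X mus proportion with the mean over genes and with genes of at least 100 counts, all within their spread. With replicates left out it ranged from −0.00174 to 0.00341 at day 2, 0.0129 to 0.0516 at day 5, 0.112 to 0.155 in X-GFP–negative, 0.317 to 0.33 in X-GFP–medium and 0.195 to 0.202 in X-GFP–high cells. The differences at day 7 were positive in every setting.

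The difference in X mus proportion in X-GFP–medium cells was 0.0963 as a mean over genes. With 1 column per population, leaving out a replicate could not be run. Without the filter, the correlations of log2 fold changes between day 7 populations were 0.584 for X-GFP–negative and X-GFP–medium, 0.473 for X-GFP–negative and X-GFP–high, and 0.543 for X-GFP–medium and X-GFP–high cells. The numbers of genes with a different effect were then 1548 between X-GFP–medium and X-GFP–negative cells and 897 between X-GFP–high and X-GFP–medium cells. Rescaling changed the split of the first from 1142 more positive and 1307 more negative to 400 and 2863.

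Among the gene lists, fry called complement and coagulation genes in X-GFP–negative (0.0387), X-GFP–medium (0.00228) and X-GFP–high cells (0.087, adjusted p of limma's fry), and focal adhesion genes in X-GFP–negative cells (0.087), which camera did not. Adjusted p of focal adhesion at day 5 was 0.158 by fry. The complement and coagulation list had a median log2 fold change of 0.06 in X-GFP–medium cells, with 6 genes higher and 5 lower. The call by fry there does not show that the list changed more than other genes. Over the alternatives, the adjusted p of the complement and coagulation list from limma ranged from 0.0387 to 0.262 in X-GFP–negative, from 0.00228 to 0.57 in X-GFP–medium and from 0.087 to 0.588 in X-GFP–high cells. That of the focal adhesion list ranged from 0.087 to 0.347 in X-GFP–negative cells and from 0.00775 to 0.158 at day 5.

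Libraries of control and IFNγ-treated cells share replicate numbers, but neither the labels nor the paper state that equal numbers were handled together, and only 2 pairs exist. The correlation of the 2 groups' differences between replicates over all genes was 0.406 at day 2, 0.363 at day 5 and 0.187, 0.107 and 0.0239 at day 7. With the replicate number as a block, 2652 genes were higher and 2343 lower at day 2, and 1810 and 1569 at day 5. The effect differed for 4190 genes between X-GFP–medium and X-GFP–negative cells and for 3078 between X-GFP–high and X-GFP–medium cells. The complement and coagulation list had an adjusted p from camera of 0.085 in X-GFP–negative and 0.0725 in X-GFP–medium cells. On simulated data without any change, the block gave 15 calls and the test without it 0. The simulated libraries shared no difference between replicate numbers. They therefore do not show how the block acts on data with such a difference.

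The text reports 148 log2 fold changes of single genes. With a pseudocount of 0.1, 147 kept their direction and side of the threshold (1 no longer past the threshold). Without the filter 136 did (12 no longer past the threshold), with rescaled values 139 (2 no longer past the threshold, 3 newly past it, 4 of the other sign), with all 24 libraries in 1 fit 128 (15 no longer past the threshold, 5 newly past it), with DESeq2 130 (8 no longer past the threshold, 9 newly past it, 1 of the other sign), with edgeR 146 (1 no longer past the threshold, 1 of the other sign), and with the block 132 (16 newly past it). The sign changed for Ftx in X-GFP–high cells, to −0.010 with rescaled values, −0.00455 with DESeq2 and −0.00158 with edgeR, and with rescaled values in X-GFP–negative cells for Rlim, to 0.0592, Chic1, to 0.0900, and Tsx, to 0.139. None of these 4 was past the threshold without the block or at the settings given for it here, and with the block Rlim was (limma adjusted p = 0.0477) and the other 3 were not. Leaving out 1 library changed the sign in 14 cases, over 10 genes and comparisons, and in 0 of those past the threshold with all libraries.

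With 2 libraries per group, single measures without a fit over all genes cannot reach an exact two-sided p under 0.33. The reads behind each X mus proportion are unknown, which leaves the precision of single genes open. Genes with few reads, such as Cdx4 in all comparisons, could not be tested.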

Differences from the paper's values

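Only DESeq2 on the whole reads of all 24 libraries, among the settings below, was chosen after seeing the values. No test of a cause is given here.

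At day 5 the paper's Table S3 calls 463 genes higher and 278 lower with IFNγ, against 249 and 81 here with limma. With DESeq2 on the whole reads, the tool that the paper's methods name, the numbers were 556 and 356, within 1.5 times of the paper's. None of the other alternatives set before the data were examined closed the gap. These were the pseudocount of 0.1, no filter on low values, rescaled values, all 24 libraries in 1 fit, the replicate block and edgeR. DESeq2 on the reads of all 24 libraries, which was chosen after seeing the values, did not close it either. Of the table of single genes at day 5, 1612 of 14365 lines were used, which include all genes with an adjusted p under 0.1.

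The log2 fold change of Cxcl9 at day 2 was 8.69 here, at least 206-fold higher with IFNγ, and 1.09 in the paper's table (standard error 0.518), and that of H2-Aa 8.68 here and 1.82 in the paper's table (standard error 0.592). The scales differ, because the paper's methods shrink log2 fold changes and the values here are not shrunken, and control libraries had few or no reads of both genes. None of the alternatives set before the data were examined closed either gap. Of 29 log2 fold changes compared with the paper's tables of days 2 and 5, the other 27 did not differ by more than the larger error. All 12 pluripotency scores differed from the paper's by at most 0.00964.

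The paper states that Tet2 and Tet3 did not differ. Here Tet2 was lower in X-GFP–negative cells (−0.71, limma adjusted p = 0.000116) and higher in X-GFP–high cells (0.23, limma adjusted p = 0.0482), the latter not being called without the filter on low values. With 1 library left out, the value in X-GFP–high cells ranged from 0.116 to 0.337. Tet3 was lower in X-GFP–negative (−0.35, limma adjusted p = 0.00659) and X-GFP–medium cells (−0.30, limma adjusted p = 0.0177). The fit with the replicate block also called Tet2 at day 5 (limma adjusted p = 0.072) and Tet3 at day 2 (limma adjusted p = 0.0497).

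The paper states that Tet1 and Gadd45a were higher from day 5 onward. At day 5 Tet1 (0.32, limma adjusted p = 0.193) and Gadd45a (0.95, limma adjusted p = 0.149) were not past the threshold here. DESeq2 and the fit with the replicate block called both, and the fit of all 24 libraries called Gadd45a. DESeq2 on the reads of all 24 libraries, which was chosen after seeing the values, also called both. In X-GFP–negative cells Gadd45a was not past it (0.10, limma adjusted p = 0.505), except with rescaled values.

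Among the genes that the paper states to be higher early, Il6st at day 2 (0.37, limma adjusted p = 0.108) and Esrrb at day 5 (0.49, limma adjusted p = 0.188) were not past the threshold here. DESeq2 and the fit with the replicate block called both. DESeq2 on the reads of all 24 libraries, chosen after seeing the values, called neither (adjusted p = 0.153 and 0.182). Stat3, which the paper states to be higher in X-GFP–negative cells, was not past it there (0.13, limma adjusted p = 0.126), except with rescaled values and with the replicate block.

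Of the pluripotency genes that the paper lists as higher with IFNγ, Dppa5a in X-GFP–high cells (0.12, limma adjusted p = 0.324) and Prdm14 in X-GFP–negative cells (0.20, limma adjusted p = 0.184) were not past the threshold. Prdm14 was called with rescaled values and with the replicate block, and Dppa5a in no setting. The paper states the higher expression to hold especially in X-GFP–medium cells. Here 0 of the 7 genes differed in the interaction between X-GFP–medium and X-GFP–negative cells (0 also at an unadjusted p under 0.05). Between X-GFP–high and X-GFP–medium cells, 5 of the 7 differed, with the larger effect in X-GFP–medium cells.

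For the focal adhesion genes that the paper states to be lower at days 2 and 5, Col3a1 at day 2 (−0.84, limma adjusted p = 0.141) and all 4 at day 5 were not past the threshold. At day 5 the 4 had log2 fold changes of −0.70 for Itga9, −0.84 for Col1a1, −0.89 for Col3a1 and −0.43 for Col5a1. The fit with the replicate block called Col3a1 at day 2. DESeq2 and that fit called all 4 at day 5, and the fit of all 24 libraries called Itga9, Col1a1 and Col5a1. DESeq2 on the reads of all 24 libraries, chosen after seeing the values, called all 4 at day 5. At day 2 it called Col1a1 and Col5a1, but not Col3a1 (adjusted p = 0.148) or Itga9 (adjusted p = 0.194). At day 7, where the paper states a common decrease of focal adhesion, the list was not called by camera in X-GFP–negative cells. It was called there by fry, which does not compare a list with other genes. Col3a1 (1.03, limma adjusted p = 0.0401) and Itga6 (0.48, limma adjusted p = 6.37e-05) were higher in X-GFP–medium cells, the former not being called without the filter on low values or with DESeq2. Without control replicate 2 the log2 fold change of Col3a1 there was 0.62, and without IFNγ replicate 2 it was 0.70.

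The paper states no clear changes of the regulators of Xist. Tsix was higher in X-GFP–negative (0.65), X-GFP–medium (1.11) and X-GFP–high cells (0.73), with adjusted p from limma of 0.0162, 7.15e-05 and 0.000396, the first not being called with DESeq2. Chic1 was higher in X-GFP–medium (0.58) and X-GFP–high cells (0.43), with adjusted p from limma of 0.00152 and 0.00179. Rlim (0.21), Ftx (0.38) and Tsx (0.66) were also past the threshold in X-GFP–medium cells, Tsx not without the filter on low values or with DESeq2. These values are totals over both X chromosomes. The X-linked genes of the allelic analysis had a median of 0.19 in X-GFP–medium cells. Rlim was close to this, and Ftx, Chic1 and Tsx were above it. Reactivation of X mus and regulation cannot be told apart in totals. Tsix is truncated on X mus, from which nearly all Xist reads came. The paper's text does not name the regulators in fig. S6C, and the genes here are those of the X-inactivation center. Reads of Xist and Tsix overlap on opposite strands.

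The paper states no higher X mus proportion in X-GFP–negative cells. Here the median rose by 0.00991, with 195 genes higher and 76 lower. At day 2 more genes were lower than higher with IFNγ, by a smaller difference, and without replicates neither can be set against their variation.

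Other values did not differ by more than 1.5 times. Genes higher in X-GFP–medium or X-GFP–high cells numbered 4787 in the paper and 5717 here. In X-GFP–medium cells the paper shows about 4400 higher and about 4500 lower genes in Fig. 3G, read by eye, against 5193 and 4621 here. PC1 and PC2 hold about 64% and about 21% in Fig. 3A, read by eye, against 73.8 and 15.4% here.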

Other observations

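The tests of explanations below were chosen only after the result was seen, except that of the path of the control cells in X-GFP–negative cells and that of the mitochondrially encoded genes.

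Expression of X-linked genes summed over both alleles, for the genes of the allelic analysis, had a median log2 fold change of 0.19 in X-GFP–medium cells, against 0.0382 for autosomal genes. Scaling of the libraries, which would move both alike, is argued against by the autosomal median. The excess of 0.15 was close to the median of 0.17 that the proportions give if X mus expression was added to an unchanged X cas. This is in line with that explanation, but only weakly across genes. The rank correlation of measured and computed values over genes was 0.123 (95% bootstrap interval 0.00613 to 0.248).

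In X-GFP–high cells the excess over autosomal genes was 0.11 and the computed median 0.13. The rank correlation over genes was −0.189 (95% bootstrap interval −0.297 to −0.0722), which argues against added X mus expression with unchanged X cas expression as the whole explanation there. A change of X cas expression was not tested. Genes are not independent replicates, and the proportions have no replicates.

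The log2 fold changes of IFNγ in X-GFP–negative cells were compared with the change from X-GFP–medium to X-GFP–high control cells, which shares no library with them. The rank correlation over 15531 genes was 0.525, and of 9617 genes past the threshold, 75.3% changed in the direction from X-GFP–medium control cells to ESCs. These values are consistent with a more advanced position of IFNγ-treated cells on the path of control cells, as a hypothesis, and genes are not independent replicates. In X-GFP–medium and X-GFP–high cells the correlations with the change between the other 2 control populations, which shares no library with them either, were 0.685 and 0.436, and the shares in the direction from X-GFP–negative control cells to ESCs 79.4 and 90.6%.

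Part of the genes went past the level of ESCs. Of 5193 genes higher with IFNγ in X-GFP–medium cells, 2311 were above both ESC libraries in both IFNγ-treated libraries, and 639 of these were below both in the control. Dnmt3b, Dnmt3l and Lifr, singled out after their values were seen, had 6191 ± 910.4, 11065 ± 594 and 6330.4 ± 71.7 normalized counts in IFNγ-treated X-GFP–medium cells, against 3025 ± 96.1, 3241 ± 254 and 2493 ± 117 in ESCs (SD, n = 2 each). No explanation was tested.

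Of the mesenchymal-to-epithelial transition genes that the paper shows, Zeb1 rose with IFNγ by 2.03, 1.92 and 1.04 on the log2 scale in X-GFP–negative, X-GFP–medium and X-GFP–high cells (limma adjusted p = 6.38e-06, 1.9e-06 and 7.21e-05). Cdh1 changed by −0.63, −0.54 and −0.63 (limma adjusted p = 2.46e-05, 4.5e-05 and 4.75e-05). Both were singled out after their values were seen. Both are shown in Fig. 3B, the paper does not give their directions in its text, and no explanation was tested. Twist1, also among the genes of the paper, was not past the threshold in these populations with DESeq2 on the reads of all 24 libraries. Its adjusted p in that test was 0.564, 0.998 and 0.736 in the same order.

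In untreated cells, Irf1 had means of 158 normalized counts in NPCs, 375 at day 2, 1295 at day 5 and 689 in ESCs, and Gbp2 had 13.2, 442, 834 and 1.93 in the same order. Feeder RNA as the only source is argued against for these 2 genes, because they were higher in untreated cells at day 5, when Y-linked reads were few, than at day 2.

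The fall of the focal adhesion list at day 2 may in part come from a smaller share of feeder RNA with IFNγ. The ratio of the summed Y-linked values, IFNγ-treated over control, was 0.739, but the sums of the 2 IFNγ-treated libraries lay far apart. Of the 10 fibroblast markers, 8 fell with IFNγ, 5 of them past the threshold of limma, and 0 rose past it (0 at an unadjusted p under 0.05). A smaller share of feeder RNA and a fall in the reprogramming cells cannot be told apart, because the markers are expressed in both.

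The shift of all genes in X-GFP–negative cells with rescaled values was not explained by the mitochondrially encoded genes. These took 20.6% of the normalized counts in control and 18.5% in IFNγ-treated cells, and without them the median log2 fold change with rescaled values was still 0.136. The total of a library is not shown by these data to be the better reference.

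The gene lists taken from the day 2 genes of the study were tested in the day 7 populations with camera of limma. Type II interferon signaling had a median log2 fold change of 0.88 in X-GFP–negative (adjusted p = 0.00947), 0.61 in X-GFP–medium (adjusted p = 0.0435) and 0.22 in X-GFP–high cells (adjusted p = 0.142), by limma. Apoptosis had −0.12 (adjusted p = 0.469), −0.34 (adjusted p = 0.0773) and −0.17 (adjusted p = 0.0581) by limma in the same order. Complement and coagulation cascades had 0.43 (adjusted p = 0.142), 0.06 (adjusted p = 0.567) and 0.01 (adjusted p = 0.585) by limma.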
